# Sleep-active neuron specification and sleep induction require FLP-11 neuropeptides to systemically induce sleep

**DOI:** 10.7554/eLife.12499

**Published:** 2016-03-07

**Authors:** Michal Turek, Judith Besseling, Jan-Philipp Spies, Sabine König, Henrik Bringmann

**Keywords:** sleep, behavior, neuropeptides, <i>C. elegans</i>

## Abstract

Sleep is an essential behavioral state. It is induced by conserved sleep-active neurons that express GABA. However, little is known about how sleep neuron function is determined and how sleep neurons change physiology and behavior systemically. Here, we investigated sleep in *Caenorhabditis elegans,* which is induced by the single sleep-active neuron RIS. We found that the transcription factor LIM-6, which specifies GABAergic function, in parallel determines sleep neuron function through the expression of APTF-1, which specifies the expression of FLP-11 neuropeptides. Surprisingly FLP-11, and not GABA, is the major component that determines the sleep-promoting function of RIS. FLP-11 is constantly expressed in RIS. At sleep onset RIS depolarizes and releases FLP-11 to induce a systemic sleep state.

**DOI:** http://dx.doi.org/10.7554/eLife.12499.001

## eLife digest

Sleep keeps us healthy and happy, and is essential for all animals. Specialized neurons in the brain become highly active to generate this restful state. There are relatively few of these “sleep-active” neurons in the brain, but they are able to control sleep in the entire animal.

Like most other neurons, sleep-active neurons release substances called neurotransmitters. The sleep-active neurons in many different species release a neurotransmitter called GABA, although they also contain other neurotransmitters called neuropeptides that were thought to be less important for triggering sleep.

The roundworm *Caenorhabditis elegans* has become an important model system for studying the molecular biology of sleep as it contains only one sleep-active neuron. Turek et al. have now studied this *C. elegans* neuron and have discovered transcription factors – proteins that control gene expression – that are required for the sleep-active neuron to induce sleep.

Further investigation revealed that the transcription factors specify the production of a neuropeptide called FLP-11. The sleep-active neuron always contains FLP-11, but only releases it as sleep begins. Once released, FLP-11 moves onto target cells to induce sleep in the entire organism. Thus, FLP-11 – and not GABA – is the major sleep-inducing neurotransmitter in *C. elegans*.

To induce a sleep state throughout an entire organism, the activities of many different cells must be controlled. A future challenge will be to figure out how FLP-11 does this.

**DOI:** http://dx.doi.org/10.7554/eLife.12499.002

## Introduction

Sleep is a systemic physiological state that is defined by behavioral criteria such as an increased arousal threshold, reversibility, and homeostatic regulation (Campbell and Tobler, 1984). Sleep behavior has been found in all animals that have a nervous system and that have been studied thoroughly (Cirelli and Tononi, 2008). Sleep homeostasis suggests that sleep is vital for animal life, and deprivation of this behavior typically has detrimental consequences (Rechtschaffen and Bergmann, 1995). Because of its importance, sleep is highly controlled by the nervous system, and failures of the sleep regulatory system cause disorders that are widespread in modern societies (Panossian and Avidan, 2009).

In mammals, wake and sleep are controlled by two antagonistic systems. The ascending system is wake-promoting (Moruzzi and Magoun, 1949; Starzl et al., 1951), and the descending system is sleep-promoting (von Economo, 1930; Nauta, 1946; McGinty and Sterman, 1968; McGinty et al., 2004; Saper et al., 2005). Central to the control of sleep are sleep-active sleep-promoting neurons such as those located in the preoptic area (Ventral Lateral Preoptic Nucleus, VLPO and Median Preoptic Nucleus, MnPO), the parafacial zone of the medulla, and the thalamic reticular nucleus (McGinty et al., 2004; Anaclet et al., 2012; 2014; Alam et al., 2014; Ni et al., 2016). These neurons typically fire preferentially at the onset of sleep, they actively induce sleep, and they express the neurotransmitter GABA. The VLPO also expresses the neuropeptide Galanin (Sherin et al., 1998; Szymusiak et al., 1998; Gaus et al., 2002). Interestingly, small brain areas can induce the global state of sleep that affects all areas of the brain and also other organs. It has been proposed that sleep neurons induce sleep through projections to arousal centers (Saper et al., 2005; Sherin et al., 1996). To ensure that sleep and wake are manifested as discrete states, the ascending and descending systems mutually inhibit each other in a flip-flop switch (Gallopin et al., 2000; Saper et al., 2001).

*Caenorhabditis elegans* has become an invaluable model system for molecular dissection of biological processes (Brenner, 1974). It is amenable to genetics, has a small and invariant nervous system of just 302 neurons, and it is transparent (Brenner, 1974; White et al., 1986; Chalfie et al., 1994). In *C. elegans*, quiescence behavior can be found in satiated adults, after stress, during dauer diapause, and during larval development (Cassada and Russell, 1975; You et al., 2008; Hill et al., 2014). For some of these types of quiescence, it is yet unclear how they relate to sleep and they are, at least in part, regulated by different mechanisms (Trojanowski et al., 2015).

Here, we focus on a well-characterized developmentally controlled sleep behavior that can be found in *C. elegans* larvae prior to each of the four molts (Cassada and Russell, 1975). Developmentally controlled sleep fulfills the criteria that define sleep in other organisms (Raizen et al., 2008; Trojanowski and Raizen, 2016). These criteria are reversibility, an increased arousal threshold, and homeostatic regulation (Raizen et al., 2008; Jeon et al., 1999; Schwarz et al., 2011; Driver et al., 2013; Iwanir et al., 2013; Nagy et al., 2014). Further analysis has shown that sleep behavior in *C. elegans* and sleep in other organisms are controlled by homologous genes such as *period/lin-42*, Notch signaling, EGF signaling and several other molecules including neurotransmitter systems (Nagy et al., 2014; Monsalve et al., 2011; Van Buskirk and Sternberg, 2007; Singh et al., 2011; Singh et al., 2014; Choi et al., 2013). These molecular similarities suggest that sleep behavior in *C. elegans* and sleep in other organisms share a common evolutionary origin.

Sleep behavior in *C. elegans* has been shown to profoundly change the activity of neurons and muscles (Schwarz et al., 2011; Iwanir et al., 2013; Cho and Sternberg, 2014; Schwarz et al., 2012). It requires the activity of the single interneuron RIS (neuron class of one ring interneuron; White et al., 1986). This neuron is active at the onset of sleep, it actively induces sleep, and it expresses GABA (Turek et al., 2013). Thus, RIS is similar to sleep-active neurons in mammals.

In order to be sleep-inducing, RIS requires APTF-1, a highly conserved transcription factor of the AP2 family. Without APTF-1, RIS is still sleep-active but can no longer induce sleep (Turek et al., 2013). In humans, mutation in the AP2 homolog TFAP2beta causes Char syndrome, which is linked to insomnia or sleepwalking (Mani et al., 2005). Together, this supports the view that sleep-neurons and AP2 transcription factors are conserved regulators of sleep. However, the mechanism of how APTF-1 renders RIS sleep promoting is unclear.

Here, we identify a gene regulatory system that determines the sleep-inducing function of RIS. In this network, a transcription factor that controls GABAergic function in a subset of neurons, LIM-6, in parallel controls the expression of the APTF-1 transcription factor. APTF-1, in turn, specifies the expression of sleep-inducing FLP-11 peptides. FLP-11 is always present in RIS, and thus, this neuron can induce sleep at any time it gets activated. At sleep onset, calcium transient activity of RIS increases and leads to the release of FLP-11 peptides, which induce quiescence. Thus, we show that sleep can be induced systemically by the single RIS neuron through FLP-11 release.

## Results

### LIM-6 controls APTF-1 in RIS﻿

Sleep-active neurons express GABA in both mammals and *C. elegans*. The LIM homeobox transcription factor LIM-6 is expressed in a subset of GABAergic neurons including RIS and has been shown to be required for some aspects of GABAergic neuron specification, including the expression of the GABA-synthesizing enzyme glutamate decarboxylase UNC-25 (Hobert et al., 1999; Jin et al., 1999). Thus, we tested whether LIM-6 is involved in sleep control. First, we investigated the spontaneous behavior of two *lim-6* mutants, which contain large deletions and represent strong loss-of-function mutations. We cultured worms in microfluidic compartments, filmed their activity over the sleep-wake cycle, and quantified their locomotion behavior by tracking nose movement. Similar to the wild type, *lim-6* mutants stopped feeding before the molt, allowing the identification of lethargus, the developmental time the larvae should be sleeping. The mutants had strongly reduced or even complete absence of immobility during the non-pumping phase (Figure 1A). We then quantified RIS activation in *lim-6* mutant worms by imaging the calcium indicator GCaMP3 expressed in RIS (Tian et al., 2009; Butler, 2012). We found that RIS activity increased at sleep onset in wild-type animals and also normally increased in *lim-6* mutants during the time the animal should enter sleep (Figure 1B). Because the sleep phenotype of the *lim-6* mutant worms was similar to the sleep phenotype of *aptf-1* mutants (Turek et al., 2013), we tested whether *lim-6* controls *aptf-1* expression. We crossed a line expressing mKate2, a red-fluorescent protein (Shcherbo et al., 2009), under the control of the *aptf-1* promoter into *lim-6* mutant worms and quantified the expression of mKate2 in RIS. *aptf-1* expression was completely abolished in most individuals and strongly reduced in the remaining ones in all developmental stages (Figure 1C, Figure 1—figure supplement 1A). We also looked at GABAergic function in *aptf-1* mutant worms and found that *aptf-1* did not control the expression of *unc-25* or the vesicular GABA transporter gene *unc-47* (Figure 1D, Figure 1—figure supplement 1B). Thus, LIM-6 does not appear to affect sleep primarily through GABAergic function determination. Rather, LIM-6 controls sleep-promoting function primarily through a parallel pathway that depends on APTF-1.

**Figure 1.**
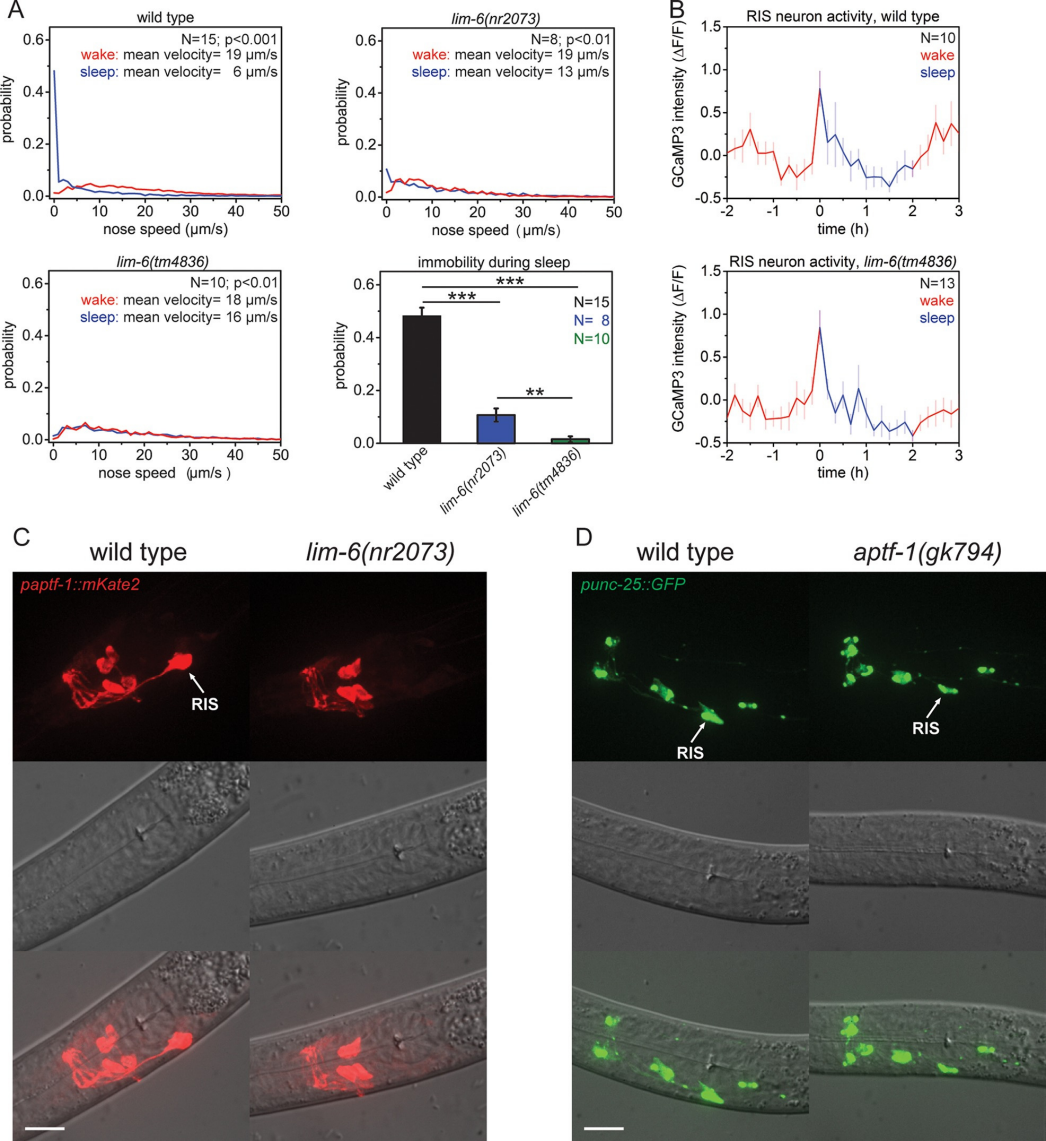
The LIM homeobox transcription factor LIM-6 controls sleep by specifying expression of the transcription factor APTF-1 in RIS. (**A**) Probability distribution of nose speeds during wake and sleep for wild type and *lim-6* mutants. *lim-6(nr2073)* shows substantially reduced and *lim-6(tm4836)* shows a complete lack of immobility during the time the animals should be sleeping. (**B**) Averaged RIS calcium activity pattern across time in wild type and *lim-6(tm4836)*. RIS is active at the onset of sleep in wild type and in *lim-6(tm4836)*. There was no statistically significant difference between wild-type and *lim-6* worms (p > 0.05, Welch test). (**C**) Expression of *paptf-1::mKate2* in wild type and *lim-6(nr2073)* L1 larvae. Expression of mKate2 is absent in RIS in *lim-6(nr2073)* showing that LIM-6 controls expression of APTF-1 in RIS. (**D**) Expression of *punc-25::GFP* in wild type and *aptf-1(gk794)*. Reporter GFP expression is normal in RIS in *aptf-1* mutant worms indicating that GABAergic function is not controlled by APTF-1. Statistical tests used were Wilcoxon Signed Paired Ranks test for comparison within the same genotype and Student’s t-test for comparisons between genotypes. Error bars are SEM. ** denotes statistical significance with p<0.01, *** denotes statistical significance with p<0.001. Scale bars are 10 µm. **DOI:** http://dx.doi.org/10.7554/eLife.12499.003

**Figure 1—figure supplement 1.**
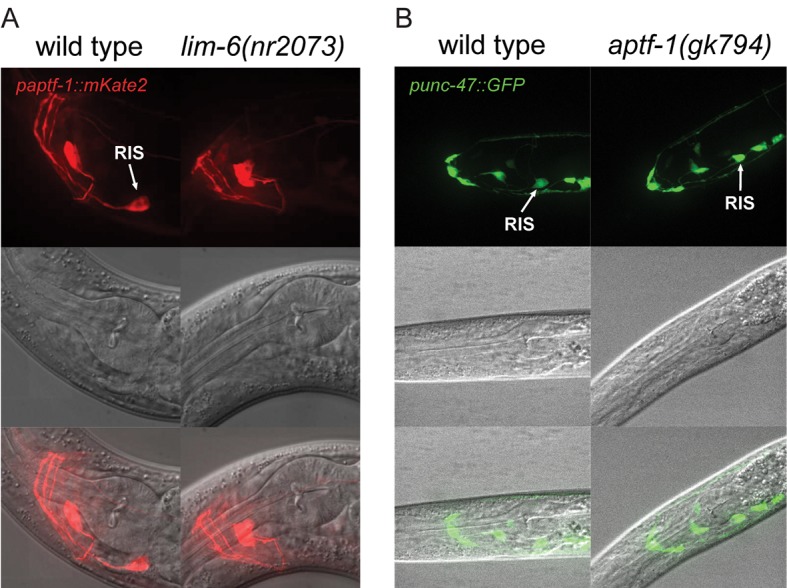
LIM-6 controls expression of APTF-1 across development but does not control the expression of the GABA vesicular transporter gene *unc-47.* (**A**) Expression of *paptf-1::mKate2* in wild type and in *lim-6(nr2073)* L4 larvae. Expression of *mKate2* is absent in RIS in *lim-6(nr2073)* at the L4 stage showing that LIM-6 generally controls expression of APTF-1 in RIS rather than the onset of expression. Scale bar is 10 µm. (**B**) *punc-47::GFP* is expressed in *aptf-1(gk794)* mutant worms. Shown are L1 larvae. Scale bar is 10 µm. **DOI:** http://dx.doi.org/10.7554/eLife.12499.004

### APTF-1 controls gene expression in RIS

How is sleep-promoting function generated by APTF-1? AP2 transcription factors are highly conserved regulators of gene expression (Zhao et al., 2011; Eckert et al., 2005) suggesting that *aptf-1* acts through gene expression in RIS. Thus, we determined the transcriptional profile of *aptf-1* mutants. We performed transcriptional profiles of *aptf-1* mutants using microarrays using two conditions. 

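The data analysed here are those of the pretzel-stage embryos, late embryos that lie folded inside the eggshell; the sleeping larvae were not analysed here. RNA of 4 samples of *aptf-1(gk794)* and 4 samples of the wild type N2, each of about 3000 embryos, was hybridised in 1 colour to Agilent arrays, with 1 sample per array. The paper's general methods give a growth temperature of 25°C and the sample records give 21.5°C. The arrays lay on 2 slides, each with 2 arrays of each genotype. The authors deposited the scanner's background-corrected intensity of each spot and a table of log2 values. Comparison with the scanner intensities showed that this table holds quantile-normalized values of the same arrays. The paper refers to an earlier article for the array analysis and states a fold change threshold of 1.5, so the scaling and the filter used here are common settings for such arrays. The log2 intensity of each spot was taken relative to the 75th percentile of its array, spots that the scanner's software marked as outliers were left out, and spots of the same probe were averaged. Of 43603 probes, the 35739 that were well above background on at least 4 of the 8 arrays were tested with limma. Between 79.4% and 83.1% of the probes were well above background on each array, and no spot was saturated. The number of arrays limits the precision. In simulated arrays with the same spread and 200 changed probes, this fit recovered 60% of the probes changed 2-fold and 10% of those changed 1.5-fold. The adjustment for multiple tests is milder when more probes change. Only 18 probes were called in the real arrays, so recovery there may be lower. The signal of *aptf-1* itself was measured first as a check of the labels. Its only probe gave -1.55 ± 0.19 (SD, n = 4) in *aptf-1* mutant embryos and 0.51 ± 0.22 (SD, n = 4) in wild-type embryos, in log2 units relative to the 75th percentile. This is a log2 fold change of -2.06 (standard error 0.15, adjusted p = 0.00276 from limma with Benjamini-Hochberg adjustment), and every mutant array lay below every wild-type array. The probe was well above background on all 8 arrays, and the mutant signal was 24.1% of the wild-type signal.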

First, because *aptf-1* is most strongly expressed during late embryogenesis, we analyzed pretzel-stage embryos. Second, because *aptf-1* is required for sleep behavior, we analyzed sleeping L4 larvae. 

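*flp-11* (K02G10.4) is represented by 8 probes, all well above background on every array of pretzel-stage embryos. The mean over these probes was 0.92 ± 0.10 (SD, n = 4) in *aptf-1* mutant embryos and 2.46 ± 0.16 (SD, n = 4) in wild-type embryos, in log2 units relative to the 75th percentile of each array. The log2 fold change was -1.53 (standard error 0.11, adjusted p = 0.0021 from limma on the means per gene with Benjamini-Hochberg adjustment), which leaves 34.5% of the wild-type signal. Every mutant sample lay below every wild-type sample (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). Taken singly, the probes had log2 fold changes from -1.77 to -1.26. Of the 8, 7 were past an adjusted p of 0.05 and a fold change of 1.5, and probe A_12_P150623 was not, with a log2 fold change of -1.74 and an adjusted p of 0.0687 from limma. On 2 other probes the spot of wild-type replicate 4 was marked as an outlier and left out. With such spots kept the gene's log2 fold change was -1.60, and with array weights it was -1.47. Within the slides, the difference was -1.47 on slide 1 and -1.59 on slide 2, and with the slide as a block the adjusted p from limma was 0.00706. With each array left out in turn, the log2 fold change stayed between -1.60 and -1.46.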

The microarray experiment revealed that *flp-11,* a neuropeptide gene, was strongly downregulated in *aptf-1* mutant worms in both embryos and larvae (Figure 2A, Supplementary file 1, Table 1A and 1B). We thus further analyzed the role of *flp-11* in sleep control. We also analyzed some other genes that were regulated by *aptf-1*, but none of them appeared to be important for sleep regulation (Figure 2—figure supplements 1 and 2). 

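Among the other genes examined, the embryo arrays gave lower signals in *aptf-1* mutants for *C10C6.7*, *sto-3* and *H19N07.3*. The 3 probes of *C10C6.7* had log2 fold changes from -1.76 to -1.71, and their mean had a log2 fold change of -1.74 (standard error 0.11, adjusted p = 0.00154 from limma on the means per gene). The mean kept its call in 23 of 23 alternatives, with log2 fold changes up to -1.14. Singly, probe A_12_P118033 kept its call in 15 of 23, and probe A_12_P151791 in 21 of 23; with normexp background correction and the 75th percentile the latter fell to -0.62 (adjusted p = 0.881 from limma). The single probe of *sto-3* (F52D10.5) had a log2 fold change of -1.99 (standard error 0.20, adjusted p = 0.0151 from limma over all probes). It was no longer past the threshold with the slide as a block (adjusted p = 0.0514), with adjusted p-values up to 0.213 over all alternatives, and kept its call in 15 of 23. For *H19N07.3*, listed as *nhj-1* in the gene table of the WBcel235 assembly, the log2 fold change was -1.80 (standard error 0.16, adjusted p = 0.00913 from the same fit). It kept its call in 18 of 23 alternatives and was no longer past the threshold, among others, with the methods' t-test and adjustment, a test that the paper's general statistics section names without tying it to the arrays (adjusted p = 0.133), and without N2 replicate 2 (adjusted p = 0.0722 from limma), N2 replicate 3 (0.067) or *aptf-1* replicate 2 (0.0525). In each of these genes every mutant array lay below every wild-type array.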

To test whether *flp-11* is expressed in RIS and to verify its regulation by *aptf-1*, we generated an mKate2 promoter fusion as a reporter line. We then checked the expression in wild-type and *aptf-1* mutant backgrounds using fluorescence microscopy. *flp-11* was expressed strongly in RIS and faintly in a few additional neurons. Expression was abolished or greatly reduced in RIS in *aptf-1* mutant worms (Figure 2B, Figure 2—figure supplement 3). We followed the expression of *flp-11:mKate2* over the sleep-wake rhythm and found that mKate2 was constantly expressed during larval development both during sleep and wake (Figure 2C). Transcription factors are often structurally conserved, and the homolog from a highly divergent species can replace the mutation of the endogenous factor (Halder et al., 1995). There are five homologs of APTF-1 in mammals, designated TFAP2-alpha to TFAP2-epsilon (Eckert et al., 2005). We tested for structural conservation of AP2 by expressing the mouse homolog of *aptf-1, tfap2beta*, in RIS using the *aptf-1* promoter. For our experiment, we chose TFAP2beta, because it has been linked to insomnia in humans (Mani et al., 2005). Nose speed measurements during sleep showed that *tfap2beta* expression partially restored immobility (Figure 2D,E). Expression of mouse *tfap2beta* also partially restored the expression of *flp-11* in *aptf-1* mutant worms (Figure 2F, Figure 2—figure supplement 4). The structural conservation of AP2 transcription factors suggests that also the DNA binding site is conserved. In fact, it has been shown that the binding site of AP2 is conserved over 600 million years of bilaterian evolution, and the different mammalian AP2 paralogs have nearly identical binding sites (Nitta et al., 2015). Thus, we searched for mammalian AP2 transcription factors binding sites in the promoter region of *flp-11* (Eckert et al., 2005; Grant et al., 2011). Indeed, we found a putative AP2-binding site in the *flp-11* promoter region, consistent with the regulation of *flp-11* by *aptf-1* (Figure 2G). These results show that *aptf-1* is required for *flp-11* expression in RIS.

**Figure 2.**
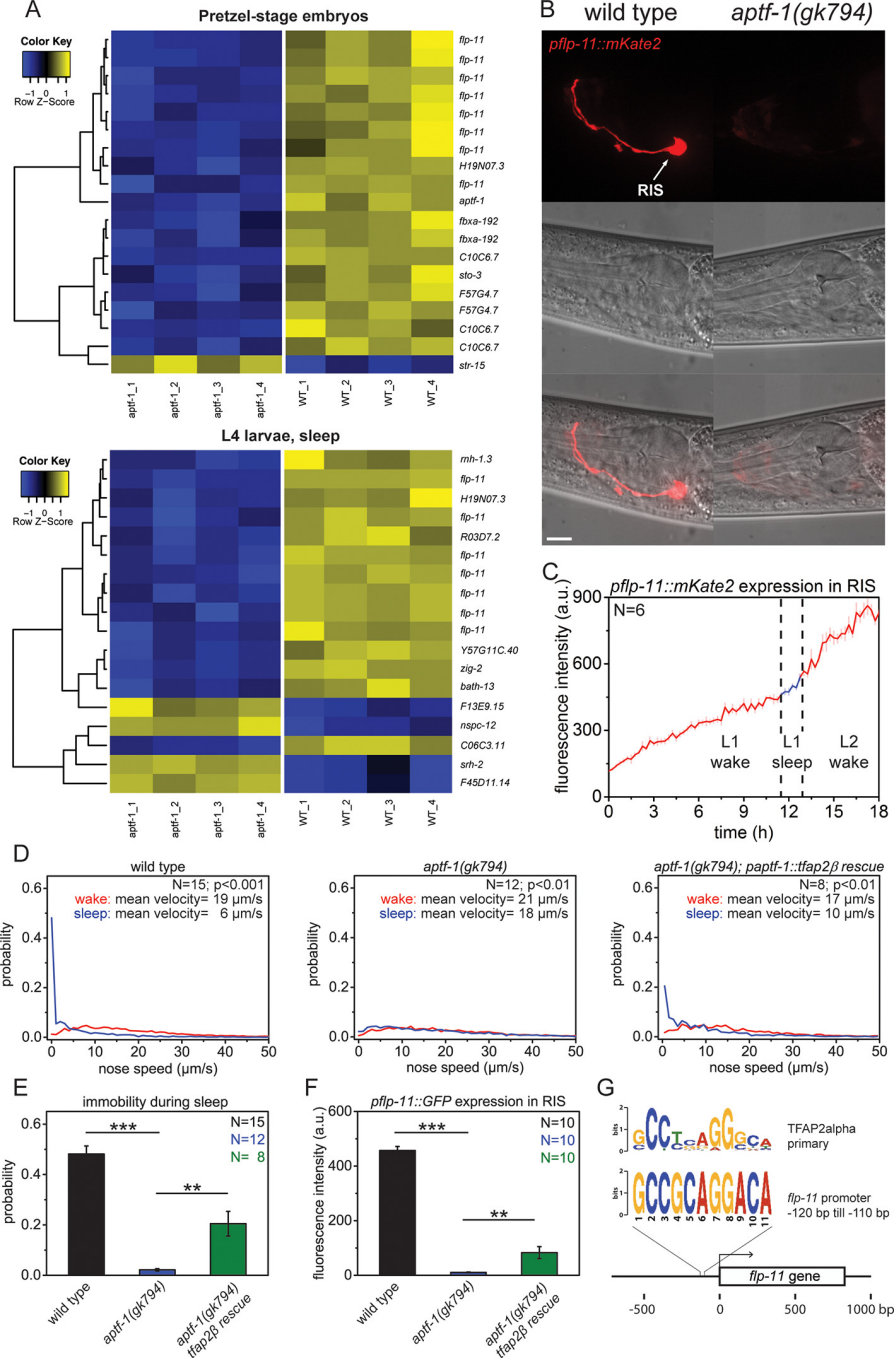
The AP2 transcription factor APTF-1 controls FLP-11 expression in RIS. (**A**) Transcriptional analysis of *aptf-1(gk794)* mutants revealed genes that are regulated by APTF-1. Wild-type and *aptf-1(gk794)* pretzel-stage embryos and sleeping L4 larvae were used for a transcriptome analysis. In both life stages, expression of the FMRFamide-like neuropeptide FLP-11 was strongly reduced in *aptf-1(gk794)*. This suggests transcriptional control of FLP-11 by APTF-1. Data can be found in Supplementary file 1, Tables 1A and 1B. (**B**) Expression of *pflp-11::mKate2* in wild type and *aptf-1(gk794)*. Expression of mKate2 was absent in RIS in *aptf-1(gk794)* showing that APTF-1 controls expression of FLP-11. Expression of *flp-11* in RIS was reminiscent to the expression of the *flp-11* homolog *afp-6* in RIS in *Ascaris* nematodes (Yew et al., 2007). Expression for additional genes can be found in Figure 2—figure supplements 2 and 3. (**C**) *flp-11* expression profile in RIS over the sleep-wake cycle. Expression does not change with the sleep-wake cycle. (**D**) Probability distribution of nose speeds during wake and sleep for wild type, *aptf-1(gk794)* and *aptf-1(gk794); paptf-1::tfap2β* rescue. (**E**) Comparison of immobility during sleep for wild type, *aptf-1(gk794)*, and *aptf-1(gk794); paptf-1::tfap2β*. The mouse TFAP2*β* partially rescued the *aptf-1(gk794)* sleep phenotype. (**F**) Comparison of *pflp-11::GFP* fluorescence intensity in RIS for wild type, *aptf-1(gk794)*, and *aptf-1(gk794); paptf-1::tfap2β*. The mouse TFAP2*β* partially rescued the expression of *flp-11* in RIS (18% of wild-type level). (**G**) Analysis of putative AP2-binding sites in the *flp-11* promoter region. The *flp-11* promoter region was scanned for the primary mouse AP2α-binding site. Overlap was found (p<0.001, q=0.06 (Grant et al., 2011)) for one binding site. Statistical test used was Wilcoxon Signed Paired Ranks test. ** denotes statistical significance with p<0.01, *** denotes statistical significance with p<0.001. Scale bar is 10 µm. **DOI:** http://dx.doi.org/10.7554/eLife.12499.005

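In pretzel-stage embryos, 18 of the probes tested were past an adjusted p of 0.05 from limma and a fold change of 1.5. Of these, 17 had a lower and 1 a higher signal in *aptf-1(gk794)*. They belong to 8 genes. Before adjustment, 1064 probes had a p under 0.05 in the same fit, fewer than that threshold gives by chance among the 35739 tested. Over the alternatives the count ranged from 3 probes with the adjusted p of the methods' t-test to 176 with its unadjusted p. With the slide as a block it was 11, and with each array left out in turn it was 4 to 14. From the lower signal in embryos and larvae, the paper proposes that APTF-1 controls *flp-11* at the level of transcription (Figure 2A). The paper also draws on reporters of the *flp-11* promoter in RIS (Figure 2B) and a putative binding site in that promoter (Figure 2G).

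**Figure D1:**
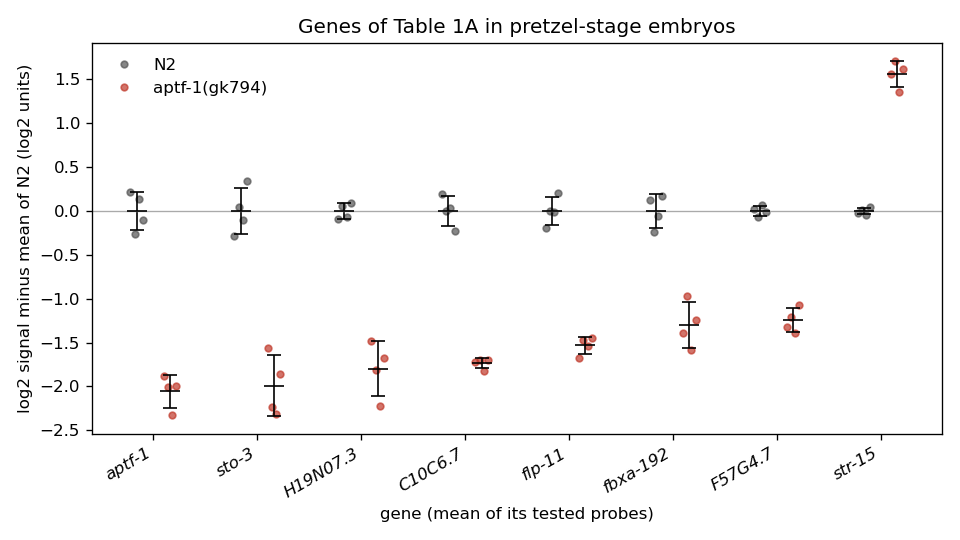
Signal of the 8 genes of Table 1A on each embryo array, as log2 signal minus the mean of the 4 N2 arrays (vertical axis, log2 units), by gene (horizontal axis, mean of the gene's tested probes; for *fbxa-192* these include probe A_12_P156745, well above background on 0 of 4 mutant arrays, and probe A_12_P156746, on 1 of 4, and the probe of *str-15* was well above background on 1 of 4 N2 arrays). Grey points are N2 arrays, red points *aptf-1(gk794)* arrays, and black bars the mean ± SD of 4 arrays. The mutant arrays of *flp-11* lie between -1.68 and -1.45 and its N2 arrays between -0.20 and 0.21.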

**Figure 2—figure supplement 1.**
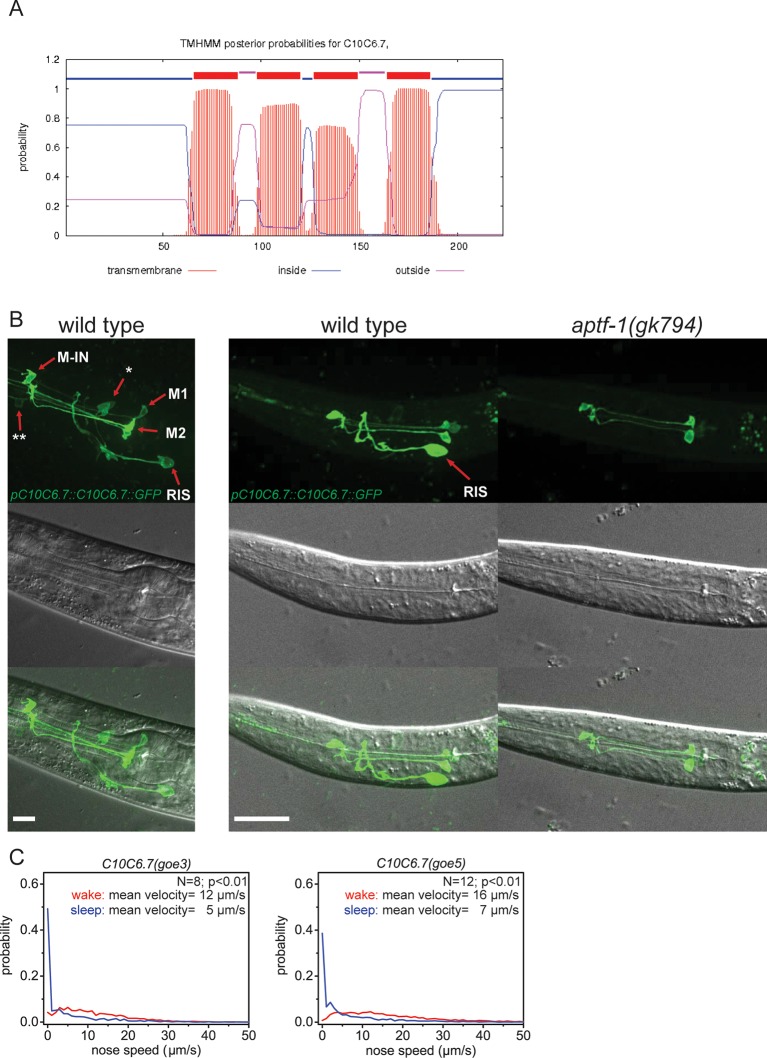
C10C6.7 is a putative four transmembrane helix protein that is expressed in RIS and that is controlled by *aptf-1.* (**A**) Bioinformatics analysis suggests that C10C6.7 is a four transmembrane helix protein (Krogh et al., 2001). (**B**) Expression pattern of GFP-tagged fosmids for *C10C6.7*. Expression is visible in nine cells: interneuron RIS; pharyngeal neurons M1, M2, Motor-interneuron (M-IN), an unidentified pair of pharyngeal neurons (**) and an unidentified pair of sensory neurons (*). Expression of C10C6.7 protein in RIS is controlled by *aptf-1*. (**C**) Probability distribution of nose speeds during wake and sleep for *C10C6.7(goe3)* and *C10C6.7(goe5)* shows that *C10C6.7* does not play a significant role in sleep control. Statistical test used was Wilcoxon Signed Paired Ranks test. Scale bars are 10 µm. **DOI:** http://dx.doi.org/10.7554/eLife.12499.006

**Figure 2—figure supplement 2.**
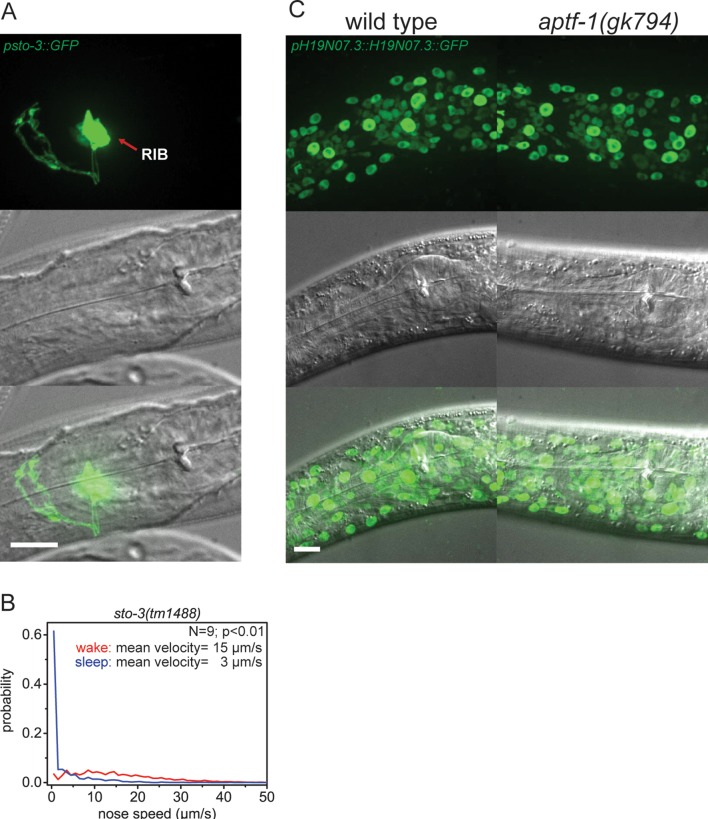
Expression pattern of *sto-3* and *H19N07.3.* (**A**) Expression pattern of *sto-3* promoter fusions. STO-3 is expressed in RIB neuron and additionally in three unidentified non-neuronal cells in the tale (not shown). (**B**) Probability distribution of nose speeds during wake and sleep for *sto-3(tm1488)* shows that *sto-3* does not play a significant role in sleep control. (**C**) Expression pattern of GFP-tagged fosmids for H19N07.3. The H19N07.3 protein is expressed in all somatic cell nuclei, but its levels are not regulated by *aptf-1*. Statistical test used was Wilcoxon Signed Paired Ranks test. Scale bars are 10 µm. **DOI:** http://dx.doi.org/10.7554/eLife.12499.007

**Figure 2—figure supplement 3.**
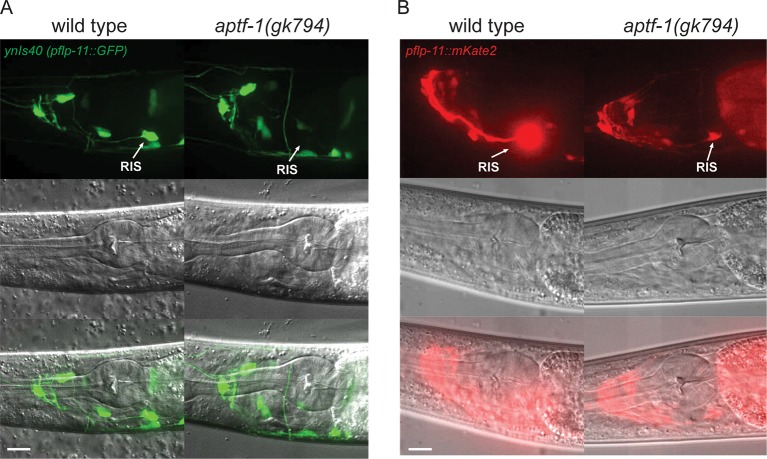
FLP-11 is strongly expressed in RIS and weakly in additional neurons. APTF-1 controls the expression in RIS. (**A**) Expression pattern of *ynIs40(pflp-11::GFP)* in wild type and *aptf-1(gk794)* mutant. The transgene expresses in several neurons including RIS. *aptf-1(gk794)* abolishes the expression specifically in RIS. (**B**) Expression pattern of *goeIs288(pflp-11::mKate2)* in wild type and the *aptf-1(gk794)* mutant. Strong expression is visible only in RIS. By increasing the contrast to the point where RIS is over-saturated several additional neurons becomes visible that may be identical to those seen in *ynIs40 *(Kim and Li, 2004).* aptf-1(gk794)* strongly reduces the expression specifically in RIS. Scale bars are 10 µm. **DOI:** http://dx.doi.org/10.7554/eLife.12499.008

**Figure 2—figure supplement 4.**
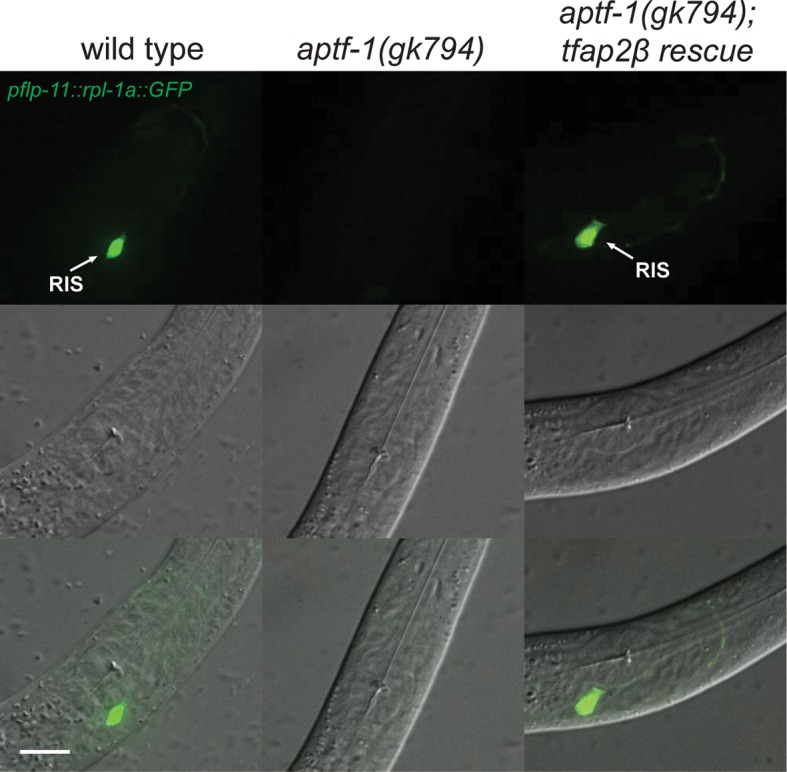
Mouse TFAP2beta partially restores expression of *flp-11* neuropeptides in RIS in *aptf-1* mutant worms. Expression of *pflp-11::GFP* in wild type, *aptf-1(gk794)*, and *aptf-1(gk794); tfap2beta rescue*. In *aptf-1(gk794)*, expression of *flp-11* is strongly reduced but could partially be restored by the mouse TFAP2beta. Expression of *flp-11::GFP* in the rescue strain varied between 5–50% of wild-type levels. Here, we show a picture of 50% rescue. Scale bar is 10 µm. **DOI:** http://dx.doi.org/10.7554/eLife.12499.009

### RIS induces sleep through FLP-11

We next tested whether *flp-11* is required for sleep behavior. We analyzed an *flp-11* deletion that is predicted to affect all four peptides encoded by the gene and filmed and quantified sleep behavior as before. *flp-11* mutant larvae showed a normal pre-molting cessation of pumping. However, locomotion quiescence was strongly reduced in *flp-11* mutant larvae. Although nose immobility was 48% in wild type, it was strongly reduced to less than 14% in *flp-11* mutants (Figure 3A). To verify that the sleep phenotype observed in *flp-11* mutants was caused by *flp-11* deletion, we tested whether a wild-type copy of *flp-11* would restore locomotion quiescence during sleep. We found that the wild-type transgene could rescue the *flp-11* mutant phenotype (Figure 3A). If *flp-11* is a major target of *aptf-1*, a wild-type copy of *flp-11* should also rescue, at least partially, the sleep phenotype of *aptf-1* mutants. Because the *flp-11* promoter is regulated by *aptf-1*, we used the *aptf-1* promoter to drive expression of *flp-11* in *aptf-1* mutants. Whereas *aptf-1* mutants without the transgene did not show any detectable immobility, the *flp-11* transgene partially restored immobility (Figure 3A). It is likely that *aptf-1* acts through additional targets, which may explain why the rescue observed after *flp-11* expression in the *aptf-1* mutant was partial and small. We next investigated the activation of RIS at sleep onset in *flp-11* mutants using GCaMP3. RIS strongly activated at the onset of the non-pumping period in *flp-11* mutant worms (Figure 3B). Thus, *flp-11* is not required for activation of RIS at sleep onset. To test whether sleep induction by RIS is impaired in *flp-11* mutant worms, we optogenetically activated RIS with Channelrhodopsin-2 during wake and followed the behavioral response of the worms by nose tracking (Nagel et al., 2005). Although wild-type animals showed a reduction in movement and became immobile after blue light illumination, *flp-11* mutant worms did not decrease their movement but rather increased it (Figure 3C). If FLP-11 peptides are sleep-promoting, then ectopic overexpression during wake may induce anachronistic quiescence (Singh et al., 2011; Nelson et al., 2013; 2014). We overexpressed FLP-11 in adult worms using a heat-shock-inducible promoter that drives broad expression in the nervous system and other tissues (Jones et al., 1986). After a 5-min heat shock, we followed the fraction of immobilized worms over time. Adult worms that were expressing FLP-11 driven by the heat shock promoter became immobile 1–2 hr after the heat shock. Control worms that were heat shocked but did not express the transgene or expressed other *flp* genes did not show any immobilization (Figure 4A, Figure 4—figure supplement 1). Taken together these data imply that RIS induces sleep through FLP-11. These peptides are expressed in RIS during both sleep and wake, and optogenetic activation of RIS can induce quiescence during wake. This suggests a model in which RIS can induce sleep at any time. According to this model, RIS depolarizes at sleep onset and it releases FLP-11, which then induces sleep.

**Figure 3.**
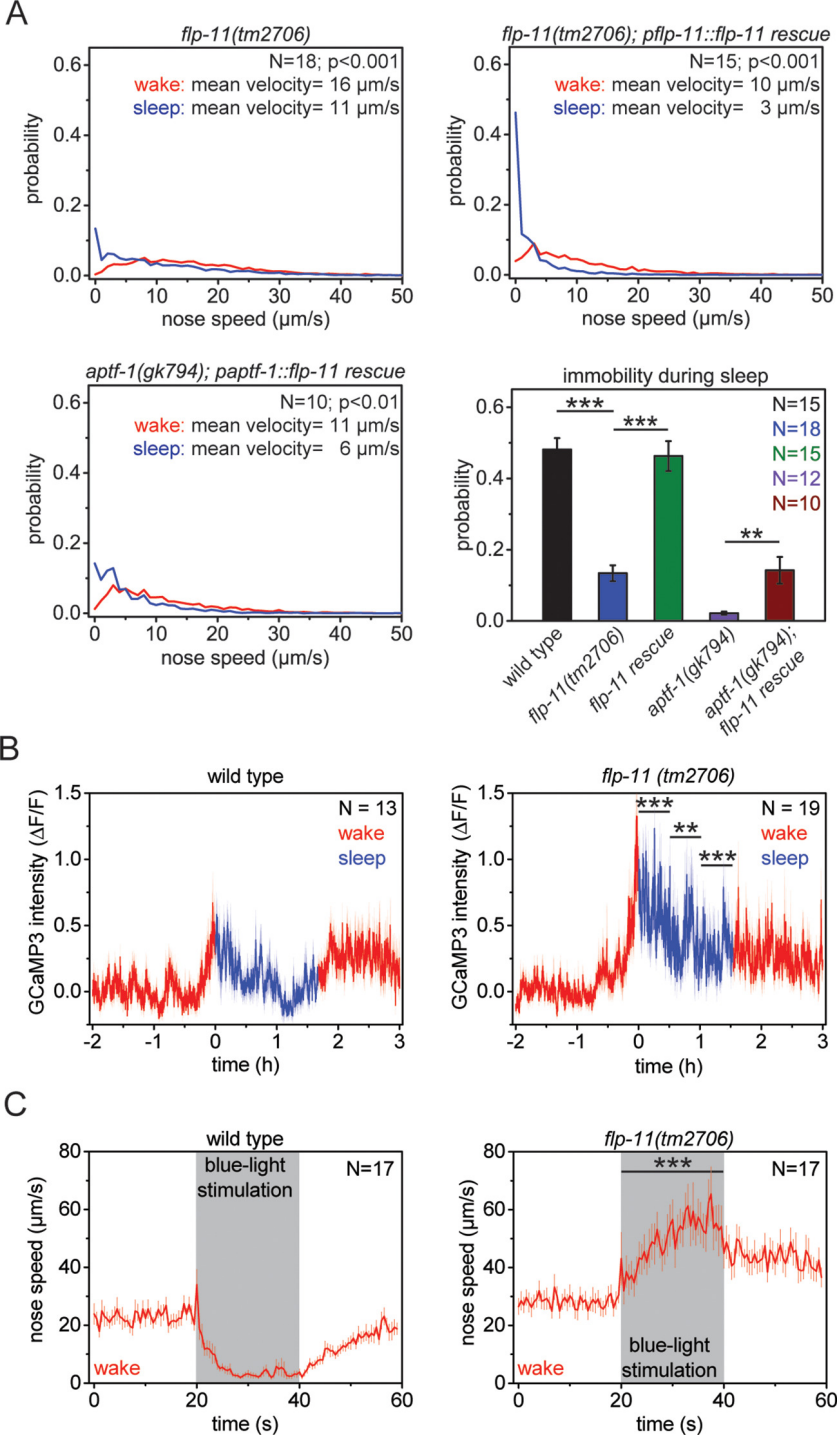
RIS induces sleep through the sleep-inducing FMRFamide-like neuropeptide FLP-11. (**A**) Probability distribution of nose speeds during wake and sleep for wild type, *flp-11(tm2706), flp-11(tm2706); pflp-11::flp-11* rescue and *aptf-1(gk794); paptf-1::flp-11* rescue. Immobility during the time the animal should be sleeping was substantially reduced in *flp-11(tm2706). flp-11(tm2706)* could be rescued by expression of the wild-type *flp-11* gene. Furthermore, expression of *flp-11* in *aptf-1(gk794)* partially rescued sleep behavior. (**B**) Averaged RIS calcium activity pattern across time in wild type and *flp-11(tm2706)*. RIS was strongly activated at the onset of sleep in *flp-11(tm2706)* (Student’s t-test). (**C**) Channelrhodopsin-2 activation of *aptf-1*-expressing neurons caused immediate immobility in wild type. In contrast, *flp-11(tm2706)* accelerated upon blue light stimulation showing that RIS-dependent immobility is impaired. Statistical tests used were Wilcoxon Signed Paired Ranks test for comparisons within genotypes and Student’s t-test for comparisons between genotypes. Error bars are SEM. ** denotes statistical significance with p<0.01, *** denotes statistical significance with p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.12499.010

**Figure 4.**
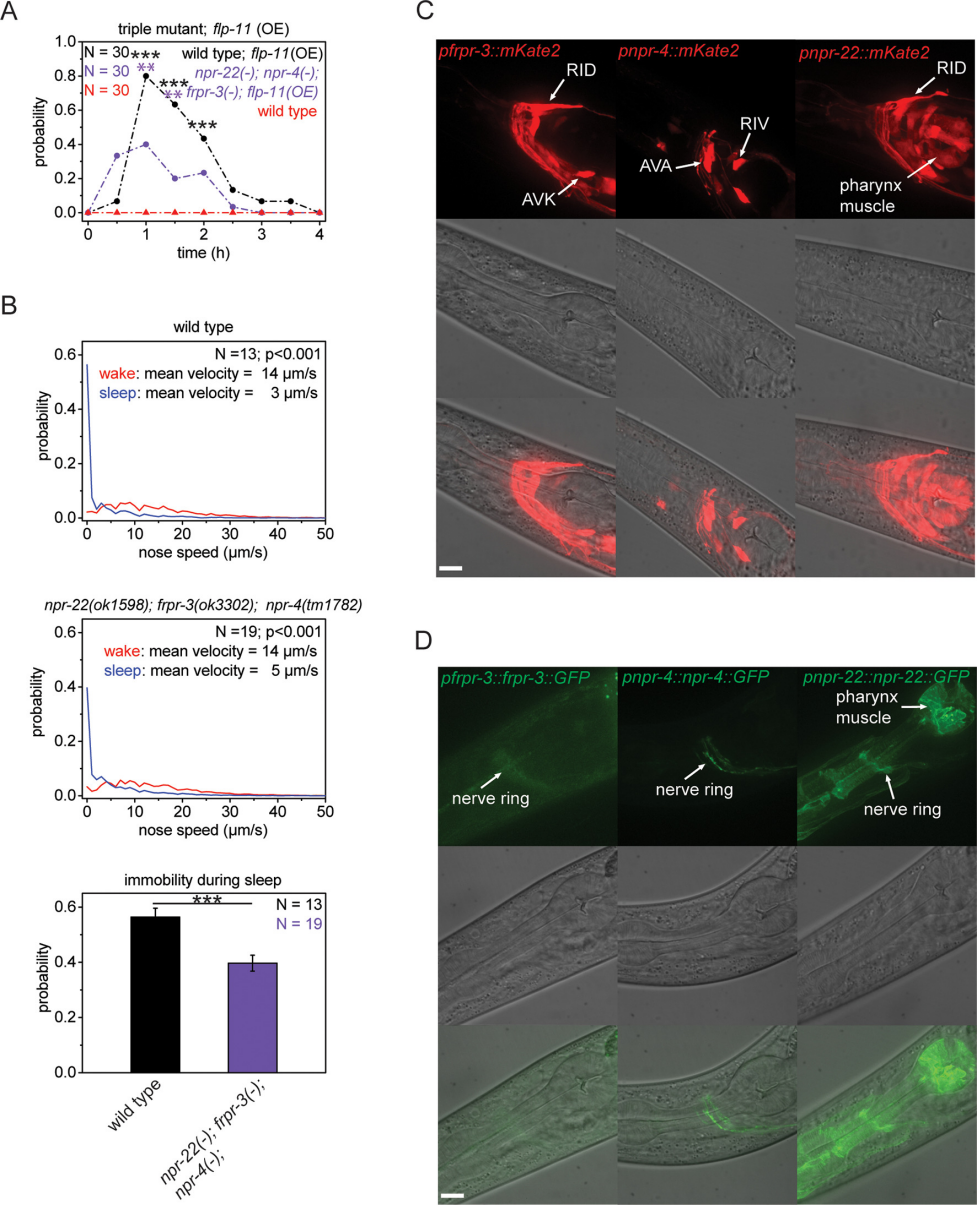
Multiple receptors may be involved in sleep induction. (**A**) Behavioral analysis over time after the heat-shock-induced overexpression of *flp-11* in wild-type and the *npr-22(ok1598); frpr-3(ok3302); npr-4(tm1782)* triple mutant. To assess the effect of the heat shock on quiescence, wild-type worms without *flp-11* overexpression were analyzed at the same time and do not show any behavioral changes. Overexpression of *flp-11* caused anachronistic quiescence that was lasting approximately 1 hr in the wild type. Quiescence was significantly reduced by approximately 50% in the triple mutant. (**B**) Probability distribution of nose speeds during wake and sleep for wild type and *npr-22(ok1598); frpr-3(ok3302); npr-4(tm1782)* triple mutant. Immobility during sleep was reduced by about 30% in the *npr-22(ok1598); frpr-3(ok3302); npr-4(tm1782)* triple mutant. (**C**) Expression patterns of *frpr-3, npr-4* and *npr-22* promoter fusions. FRPR-3 is expressed in about 30 neurons, mostly in the head. Expression of NPR-4 was seen in about five neurons. NPR-22 was expressed in several neurons and muscle tissue including pharynx and head muscle. (**D**) Expression patterns of GFP-tagged fosmids for *frpr-3, npr-4,* and *npr-22*. FRPR-3 and NPR-4 were mostly expressed around the nerve ring. NPR-22 localized broadly to the plasma membrane in several neurons, pharynx muscle, head muscle, and the anal sphincter muscle. Statistical tests used were Wilcoxon Signed Paired Ranks test for comparisons within genotypes and Student’s t-test for comparisons between genotypes. Error bars are SEM. ** denotes statistical significance with p<0.01, *** denotes statistical significance with p<0.001. Scale bars are 10 µm. **DOI:** http://dx.doi.org/10.7554/eLife.12499.011

**Figure 4—figure supplement 1.**
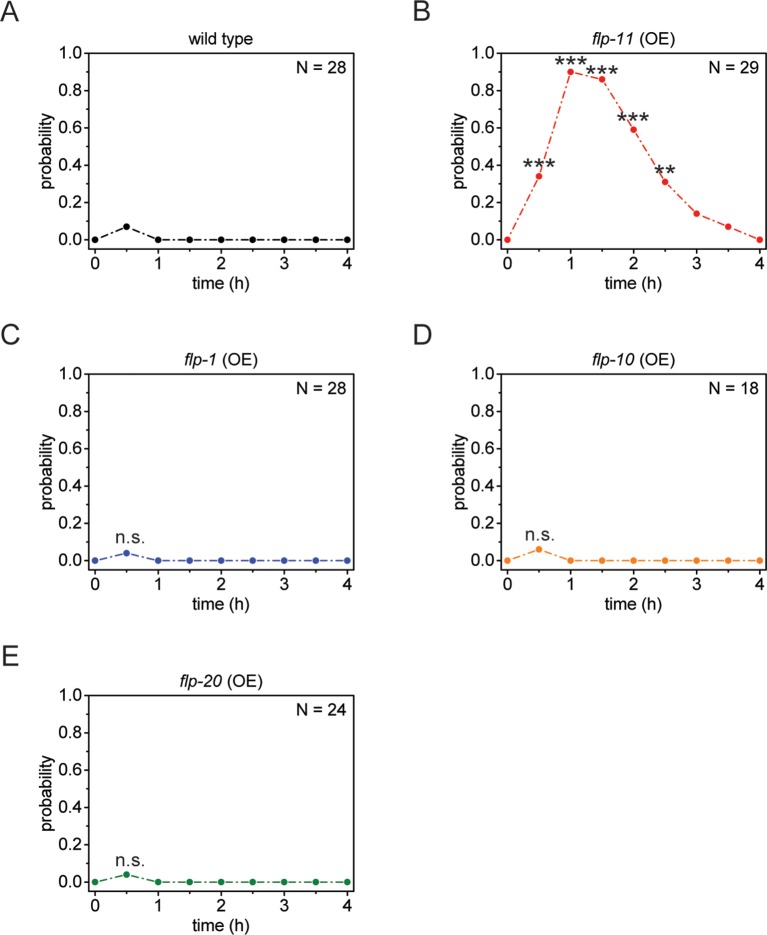
Heat-shock-induced *flp-11* overexpression causes quiescence but heat-shock-induced overexpression of three other *flp* genes does not, suggesting that quiescence cannot be induced by overexpression of any *flp.* (**A**) Behavioral analysis of wild-type adult worms over time after 5 min of heat shock at 37°C. (**B-E**) Behavioral analysis of wild-type adult worms over time after heat shock-induced overexpression of *flp-11, flp-1, flp-10*, and *flp-20*. Only heat-shock-induced overexpression of *flp-11* induces quiescence. **DOI:** http://dx.doi.org/10.7554/eLife.12499.012

**Figure 4—figure supplement 2.**
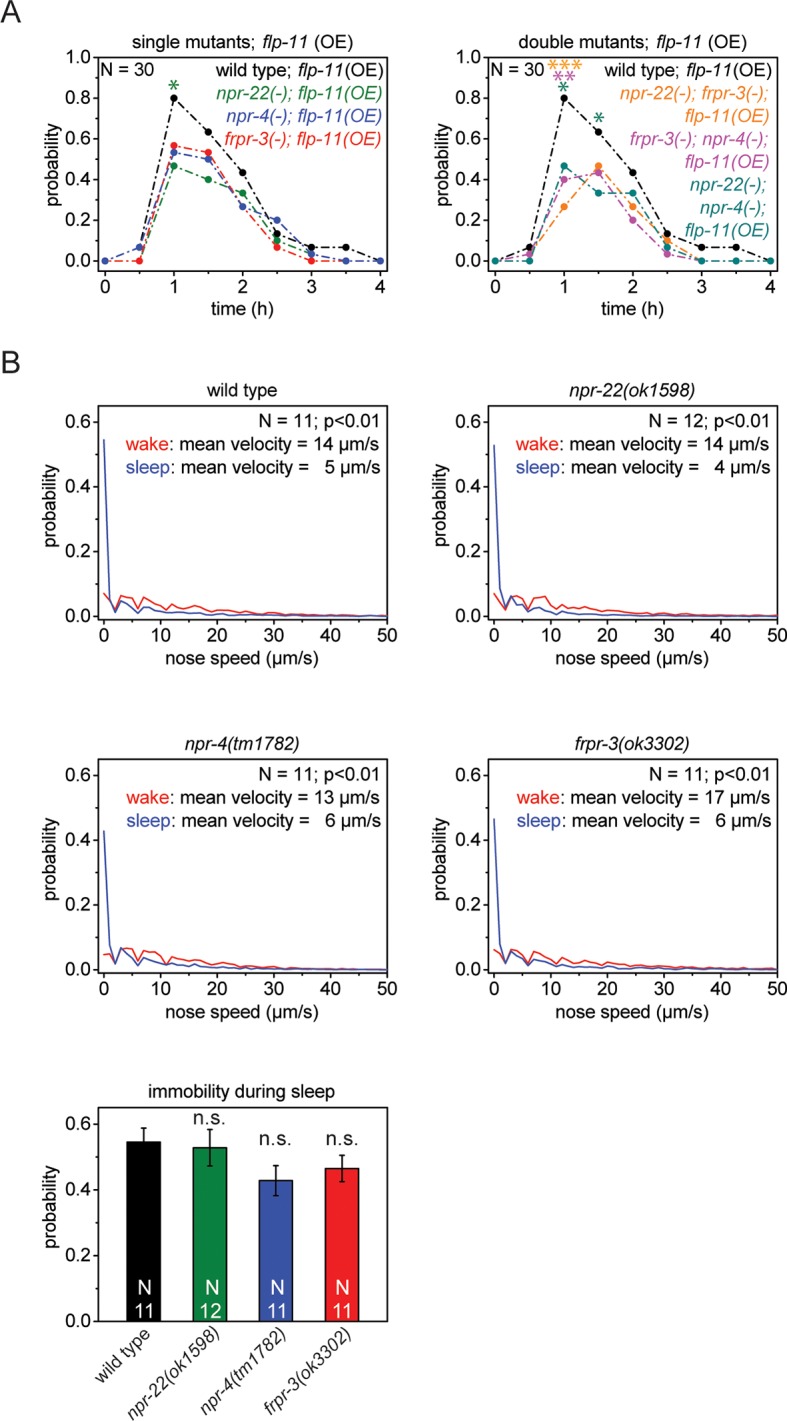
Single receptors mutants do not show reduced quiescence during sleep, but do show reduced quiescence upon heat-shock-induced overexpression of *flp-11.* (**A**) Heat shock-induced overexpression of *flp-11* in single and double mutants of *frpr-3(ok3302), npr-4(tm1782),* and *npr-22(ok1598)*. The strength of the anachronistic quiescence correlates with the combination of receptors ranging from highest for single mutants to lowest for the double mutants. (**B**) Probability distribution of nose speeds during wake and sleep for wild type and *npr-22(ok1598), frpr-3(ok3302), npr-4(tm1782)* single mutants. Immobility during sleep is not significantly different between wild type and single mutants. Statistical tests used were Wilcoxon Signed Paired Ranks test for comparisons within genotypes and Student’s t-test for comparisons between genotypes. Error bars are SEM. *denotes statistical significance with p<0.05, **denotes statistical significance with p<0.01, *** denotes statistical significance with p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.12499.013

### G-protein-coupled receptors in sleep

Many neuropeptides act through G-protein-coupled receptors (Peymen et al., 2014; Frooninckx et al., 2012). To search for effectors through which FLP-11 induces sleep, we investigated three neuropeptide receptors that are activated by FLP-11 peptides in *in vitro* assays. These receptors are FRPR-3, NPR-4, and NPR-22 (Frooninckx et al., 2012; Mertens et al., 2006; Mertens et al., 2004; Cohen et al., 2009). We first tested whether deletion of these receptors can suppress FLP-11-induced anachronistic quiescence. We crossed receptor deletions into our FLP-11 overexpressing line and quantified heat-shock-induced quiescence. We found that the maximum quiescence was reduced in each of these mutants, albeit only slightly (Figure 4—figure supplement 2A). Thus, we tested whether these receptors act redundantly by testing all double mutant permutations and a triple mutant containing all three receptor deletions at the same time. The double mutants had further decreased quiescence, and the triple mutant had the strongest reduction in quiescence (Figure 4A, Figure 4—figure supplement 2A). Thus, the quiescence induced by FLP-11 overexpression partly depends on multiple effectors. We next investigated sleep behavior in the receptor mutants. Whereas the single receptor mutants did not show a significant reduction in immobility, the receptor triple mutant showed a small increase in nose speed during sleep and a small reduction of immobility (Figure 4B, Figure 4—figure supplement 2B). We investigated transgenic animals expressing promoter fusions containing the putative FLP-11 receptor and mKate2. To investigate the subcellular localization, we made transgenic animals expressing GFP-tagged proteins for the three receptors (Sarov et al., 2012). The promoter fusions showed that FRPR-3 expressed in approximately 30 neurons, mostly in the head. NPR-4 expressed in five neurons (Cohen et al., 2009). NPR-22 expressed in several neurons, muscle tissue in the pharynx and in the head (Figure 4C). Interestingly, the receptors were expressed in neurons that are not postsynaptic to RIS (White et al., 1986). The only exception that we found was the AVK neuron, which is postsynaptic to RIS and expressed FRPR-3. Translational fusions showed that FRPR-3 and NPR-4 were weakly expressed and localized mostly to the nerve ring, whereas NPR-22 was localized broadly to the plasma membrane of neurons, and muscles of the pharynx, head, and muscle (Figure 4D). The phenotypes for the GPCRs that we observed were small and the binding affinities of FLP-11 peptides to these GPCRs in vitro were low which makes it premature to conclude that these receptors act by binding of FLP-11 (Frooninckx et al., 2012; Mertens et al., 2004; 2006; Cohen et al., 2009). It could be that FLP-11 acts through one main receptor, which remains unidentified. Alternatively, FLP-11 could act through several redundant receptors, which may include FRPR-3, NPR-4, and NPR-22.

## Discussion

### The role of GABA in sleep induction by RIS

GABA has been proposed to play a major role in sleep function. Its conserved expression in sleep-active neurons suggests that it has an important function in these neurons. Enhancers of GABAergic neurotransmission have been used to treat sleeping problems and GABA has been suggested to play a role in sleep induction in several systems including *C. elegans* (Singh et al., 2014; Dabbish and Raizen, 2011). In contrast to the common view that GABA is the major sleep inducer in sleep-active neurons, we did not find evidence that GABA is the major sleep-inducing transmitter in RIS. This is consistent with our previous observation that optogenetic activation of RIS still causes quiescence in *unc-25* mutant worms and that *unc-25* mutant worms still show sleeping behavior (Turek et al., 2013). In addition, here we show that GABAergic function induction can be separated from sleep neuron function downstream of *lim-6*. This suggests that GABA plays a rather minor role in sleep-induction in RIS and that we did not detect it. More specific and more sensitive assays may resolve the question of the role of GABA in RIS in the future.

### FLP-11 is the major sleep-promoting transmitter of RIS

Our results show that FLP-11 is a crucial sleep-inducing component in RIS and an important target of *aptf-1*. In mammals, sleep neurons of the VLPO express the inhibitory neuropeptide Galanin, and projections extend to the tuberomammillary nucleus, which expresses Galanin receptors (Sherin et al., 1998; Gaus et al., 2002). The locus coeruleus, a wake-promoting brain region, is also innervated by VLPO projections and can be inhibited by Galanin administration (Seutin et al., 1989; Pieribone et al., 1995). Also, Galanin has been shown to have sedating effects on both zebrafish and human subjects (Woods et al., 2014; Murck et al., 2004). However, sleep phenotypes for Galanin knockouts have not been reported, despite being available for several years (Wynick et al., 1998; Kerr et al., 2000). These experiments suggest that Galanin has a modulatory role on sleep, but may not be central to sleep induction. Galanin does not appear to be homologous to FLP-11, as it belongs to the family of Galanin peptides (Lang et al., 2007), whereas *flp-11* encodes peptides of the RFamide family (Li et al., 1999). Also, unlike FLP-11, Galanin is expressed widely in the brain and has diverse functions (Maria Vrontakis, 2002). In *Drosophila*, sleep requires a neuropeptide called sNPF, which may be functionally similar to FLP-11 as both are inhibitory and are released from sleep-promoting neurons (Shang et al., 2013; Vecsey et al., 2014; Chen et al., 2013). Thus, inhibitory neuropeptides appear to play important roles in sleep-promoting neurons across species.

### A model for sleep neuron specification and sleep induction through RIS

Taken together, we present a model for how sleep-promoting function is generated and for how sleep is induced (Figure 5). In this model, the transcription factor LIM-6 separately controls GABAergic and sleep-promoting functions. Sleep-promoting function is mediated by the expression of the APTF-1 transcription factor, which is crucially required for sleep induction by RIS. APTF-1, in turn, is required for the expression of sleep-inducing FLP-11 peptides. FLP-11 is always present in RIS allowing the induction of sleep at any time the neuron activates. At sleep onset, an unknown signal triggers depolarization and calcium influx in RIS, which then triggers release of FLP-11 peptides to systemically induce sleep behavior.

**Figure 5.**
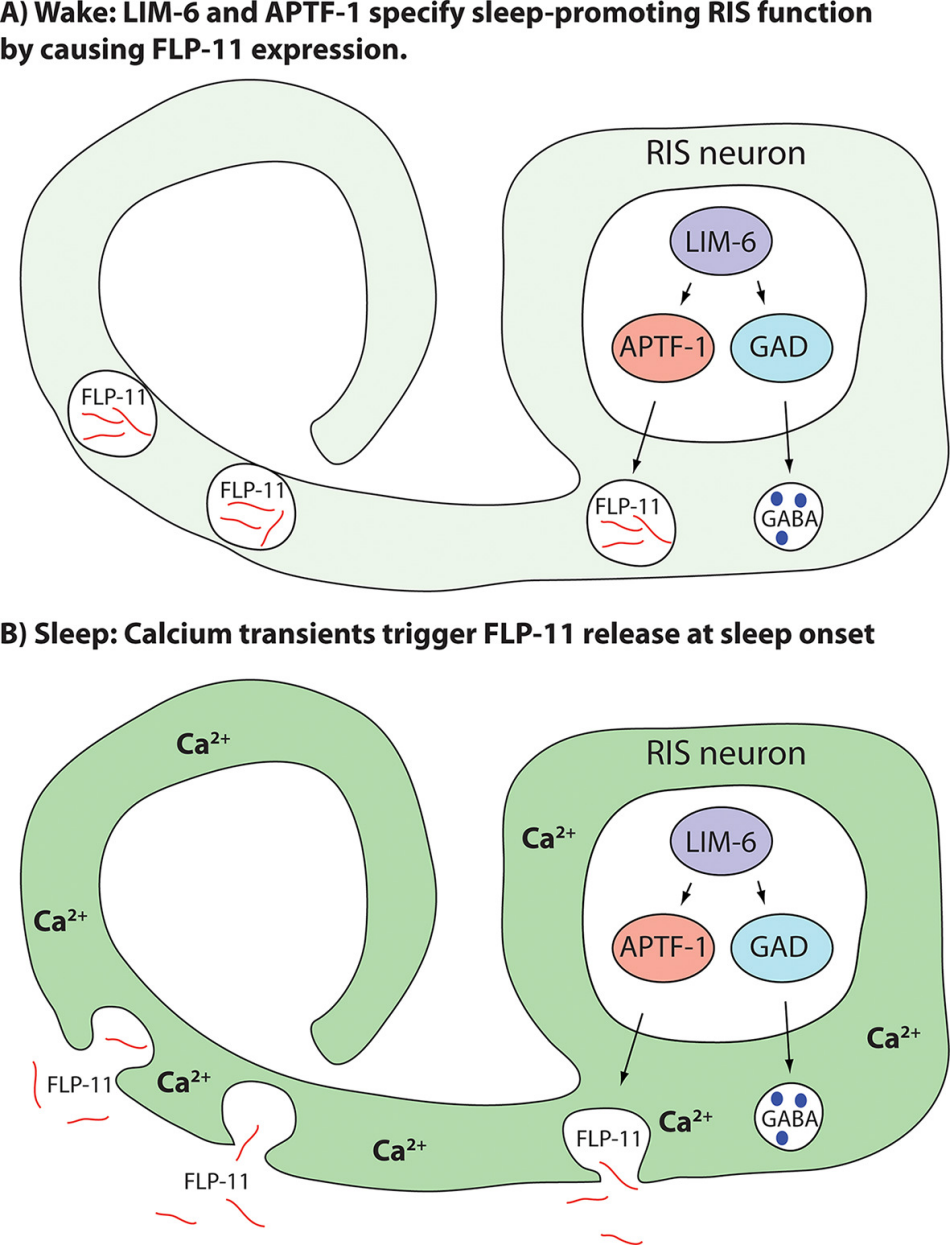
Model for generation of sleep-promoting function of RIS and sleep induction by RIS. According to this model, the transcription factor LIM-6 controls GABAergic and peptidergic function in RIS in parallel. To render this neuron sleep-promoting, LIM-6 is required for the expression of the APTF-1 transcription factor. APTF-1, in turn, is required for the expression of sleep-inducing FLP-11 peptides. FLP-11 is present in RIS at all times. Sleep onset is triggered by an unknown signal, which leads to a depolarization and to calcium influx. This triggers FLP-11 release, which in turn systemically induces sleep behavior. **DOI:** http://dx.doi.org/10.7554/eLife.12499.014

## Materials and methods

### Worm maintenance and strains

*C. elegans* worms were grown on Nematode Growth Medium (NGM) plates seeded with *E. coli* OP50 at 25°C as described (Brenner, 1974). The strains and alleles that were used in this study can be found in Supplementary file 2. The deletion alleles were backcrossed two to ten times against N2 to generate HBR lines (the exact number of backcrosses for each strain is indicated in brackets). Insertions were backcrossed two times against N2 to remove the *unc-119(-)* background. Backcrossed strains were the basis for all experiments. During backcrossing, the genotypes were followed by PCR. Primers to detect the deletions using a three primer PCR can be found in Supplementary file 3.

### Molecular biology and transgenic strain generation

All constructs were cloned using the Multisite Gateway system (Invitrogen, Waltham, MA, USA) into pCG150 (Merritt and Seydoux, 2010). All constructs obtained from LR reactions were sequenced for verification. Plasmids and Fosmid that were used are listed in Supplementary file 4. The *tfap2beta* gene was codon-optimized for *C.elegans* as described(Redemann et al., 2011).

### Transformation

We generated transgenic strains by microparticle bombardment or by microinjection using *unc-119(ed3)* rescue as a selection marker (Wilm et al., 1999; Praitis et al., 2001). For fosmid isolation, we used the FosmidMAX DNA Purification kit (epicentre) or Qiagen plasmid midi kit.

### C10C6.7 mutant generation

The deletion alleles *C10C6.7(goe3)* and *C10C6.7(goe5)* were created with a CRISPR/Cas9 system as it was described before (Friedland et al., 2013). Target sequence for the sgRNA was GTTATGGTGAGAAGGAAAGCtgg. *The C10C6.7* gene locus was sequenced and the deletions were mapped to the second exon. They are 25 bp and 4 bp long, respectively, and cause a frame shift, thus most likely are molecular null alleles.

### Imaging in agarose microchambers

All long-term imaging experiments were carried out using agarose microchamber imaging as described (Bringmann, 2011; Turek et al., 2015).

For behavioral analysis, worms were filmed in a burst mode every 10–15 min for 20 s with a frame rate of 2 pictures/second. Nose tracking was performed manually. Mean velocities of nose speed were calculated for sleep and wake, where sleep was defined as the non-pumping phase and wake was defined as a 2-hr period directly before sleep.

Calcium imaging was performed similar as described before using GCaMP3.35 and co-expression of mKate2 as an expression control (Schwarz et al., 2011; 2012; Turek et al., 2013; 2015; Schwarz and Bringmann, 2013). For calcium imaging, we used an Andor (UK) iXon (512 x 512 pixels) EMCCD camera and LED illumination (CoolLed, UK) using standard GFP and Texas Red filter sets (Chroma, Bellow Falls, VT). Exposure times were in the range of 5-20 ms and allowed imaging of moving worms without blurring. The EMCCD camera triggered the LED through a TTL 'fire' signal to illuminate only during exposure. LED intensity was in the range of 15–30%. EM gain was between 50 and 250. All calcium-imaging experiments were done in agarose microchambers. Typically, 4–15 individuals were cultured in individual microchambers that were in close vicinity. Animals were filmed by taking a z-stack every 6 or 10 min or in a continuous mode, which means using a frame rate of 1 picture / 4 s. If more than four animals were filmed in parallel, individual compartments were repeatedly visited by using an automatic stage (Prior Proscan2/3, Rockland, MA) set to low acceleration speeds. Before each fluorescent measurement, we took a brief DIC movie to assess the developmental stage and behavioral state. Larvae that showed pharyngeal pumping were scored as being in the wake-like state. Movies were analyzed using homemade Matlab routines.

### Spinning disc imaging

For fluorescence imaging of reporter lines (Figure 1C,D, Figure 2B, Figure 4C,D, Figure 1—figure supplements 1A,B, 2B, 3A,B, 4A,B, 5), we used spinning disc imaging with an Andor Revolution spinning disc system using a 488 nm laser and a 565 nm laser, a Yokogawa (Japan) X1 spinning disc head, a 100x oil objective and an iXon EMCCD camera. Z stacks were taken and a maximum intensity projection calculated using iQ software.

### Optogenetics

Channelrhodopsin experiments were performed inside agarose microchambers as described (Turek et al., 2013). We grew hermaphrodite mother worms on medium that was supplemented with 0.2 mM all trans Retinal (Sigma-Aldrich, St. Louis, MO). We then placed eggs from these mothers together with food into microchambers without any further retinal supplementation. We stimulated Channelrhodopsin with an LED of 490 nm with about 0.36 mW/mm^2^ as measured with a light voltmeter. Images were captured with an Andor Neo sCMOS camera (2560 x 2160 pixels).

Worms were filmed every 30 min for 60 s with a frame rate of two pictures / second. Channelrhodopsin stimulation with constant blue light was applied for 20 s starting after 20 s. Nose tracking was performed manually. We calculated mean velocities for wake using a period of 2 hr directly before sleep.

### Neuron identification

We crossed *goeIs290* and *goeIs285* in the following strains to identify neurons:

MU1085 (Wightman et al., 2005, EG1285 (McIntire et al., 1997), BZ555 (Nass et al., 2002), HBR1213, OH1422 (Tsalik et al., 2003), HBR887, HBR777, QW122 (Donnelly et al., 2013).

### Transcriptional profiling

For both wild-type and mutant conditions, four biological samples were collected. For transcriptional profiling of pretzel-stage embryos, each sample contained approximately 3000 animals that were picked manually into one ml of Trizol (Invitrogen). For transcriptional profiling of sleeping L4 larvae, each sample contained approximately 200 animals that were picked manually into one ml of Trizol (Invitrogen). Transcriptional profiling and microarray data analysis was done the same way as it was described before (Turek and Bringmann, 2014) except that fold change threshold was 1.5 and the GO term analysis was omitted. Microarray data was deposited at the GEO database and can be accessed using the following links:

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73282

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73283

### GSE73282, Transcriptional profiling of *C. elegans aptf-1(gk794)* mutant in L4 sleep stage

GSM1890106 aptf-1_1

GSM1890107 aptf-1_2

GSM1890108 aptf-1_3

GSM1890109 aptf-1_4

GSM1890110 N2_1

GSM1890111 N2_2

GSM1890112 N2_3

GSM1890113 N2_4

### GSE73283, Transcriptional profiling of *C. elegans aptf-1(gk794)* mutant in pretzel-stage embryos

GSM1890140 aptf-1_1 in pretzel-stage embryos

GSM1890141 aptf-1_2 in pretzel-stage embryos

GSM1890142 aptf-1_3 in pretzel-stage embryos

GSM1890143 aptf-1_4 in pretzel-stage embryos

GSM1890144 N2_1 in pretzel-stage embryos

GSM1890145 N2_2 in pretzel-stage embryos

GSM1890146 N2_3 in pretzel-stage embryos

GSM1890147 N2_4 in pretzel-stage embryos

### Heat-shock-based overexpression

For heat-shock-induced overexpression of *flp* neuropeptides, we cultured adult worms on NGM plates seeded with *E. coli* OP50 and sealed with parafilm. Heat shock was applied using a water bath at 37°C where the plates were placed for 5 min, the agar side facing the water. Worms were scored for moving / pumping behavior directly after heat shock and consecutively in time intervals of 30 min for 4 hr.

### Statistics

Statistical tests used were Wilcoxon Signed Paired Ranks test, Student’s t-test or Welch test using Origin software. Error bars are SEM. For statistical analysis of overexpression experiments, a Fisher’s exact test was done in Matlab.

# Supplementary material for: Sleep-active neuron specification and sleep induction require FLP-11 neuropeptides to systemically induce sleep
**Source:** eLife. 2016 Mar 7;5:e12499. doi: 10.7554/eLife.12499
**Supplement:** Supplementary file 1. — Table 1A, Genes with altered expression in aptf-1(gk794) mutant in pretzel-stage embryos. Table 1B, Genes with altered expression in aptf-1(gk794) mutant during L4 larvae sleep. DOI: http://dx.doi.org/10.7554/eLife.12499.015

**Supplementary File 1**

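Of the 19 probes that the paper lists for pretzel-stage embryos, 18 were past both an adjusted p of 0.05 and the fold change threshold, in the same direction, when the scanner intensities were fitted with limma, and 0 probes outside the list were past both. Outside the list, array weights in limma called 21 probes and the methods' t-test without adjustment called 157. *str-15* (T08G3.1) was the only gene on the list with a higher signal in *aptf-1* mutants, with a log2 fold change of 1.56 (standard error 0.10, adjusted p = 0.00256 from limma). Its probe was well above background on 4 of 4 mutant arrays and 1 of 4 wild-type arrays. With normexp background correction and the 75th percentile the log2 fold change fell to 0.40, and the probe was not past the threshold. The probes of *F57G4.7* had log2 fold changes of -1.32 and -1.17. They kept their calls in 12 of 23 and 11 of 23 alternatives, and lost them in 8 and 8 of the 8 fits with 1 array left out. *fbxa-192* (F57G4.8) has 6 probes, of which 5 were tested and 2 passed, with log2 fold changes of -1.43 and -1.31. These 2 kept their calls in 13 of 23 and 13 of 23 alternatives, and lost them in 7 and 7 of the 8 fits with 1 array left out. The mean over the 5 tested probes of *fbxa-192* was not called (log2 fold change -1.30, adjusted p = 0.0568 from limma on the means per gene). Its probe A_12_P156745 was not well above background on any mutant array, and the wild-type signal was at least 2.02-fold higher, taking for each mutant array the higher of the probe's own signal and the lowest signal among probes well above background.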

**Table 1A,** Genes with altered expression in *aptf-1(gk794)* mutant in pretzel-stage embryos.

| **AgilentID** | **Genbank**  **Accession** | **Gene**  **Symbol** | **log2FC**  ***aptf-1* - N2** | **P.Value**  ***aptf-1* - N2** | **FDR**  ***aptf-1* - N2** |
| --- | --- | --- | --- | --- | --- |
| A_12_P112897 | NM_062899 | *aptf-1* | -2.04 | 2.50E-07 | 0.44% |
| A_12_P119509 | NM_077540 | *sto-3* | -1.96 | 8.36E-06 | 2.16% |
| A_12_P104350 | NM_073426 | H19N07.3 | -1.77 | 1.65E-06 | 0.84% |
| A_12_P118033 | NM_001083192 | C10C6.7 | -1.76 | 1.23E-06 | 0.84% |
| A_12_P150622 | NM_001029581 | *flp-11* | -1.74 | 1.64E-06 | 0.84% |
| A_12_P114872 | NM_001029581 | *flp-11* | -1.73 | 2.45E-06 | 0.97% |
| A_12_P150620 | NM_001029581 | *flp-11* | -1.72 | 8.52E-06 | 2.16% |
| A_12_P157510 | NM_001083192 | C10C6.7 | -1.71 | 4.00E-08 | 0.14% |
| A_12_P150623 | NM_001029581 | *flp-11* | -1.70 | 2.15E-05 | 4.01% |
| A_12_P151791 | NM_001083191 | C10C6.7 | -1.69 | 2.15E-06 | 0.95% |
| A_12_P150621 | NM_001029581 | *flp-11* | -1.52 | 1.20E-06 | 0.84% |
| A_12_P110452 | NM_001029582 | *flp-11* | -1.48 | 5.64E-06 | 1.76% |
| A_12_P158070 | NM_075064 | *fbxa-192* | -1.41 | 1.67E-05 | 3.29% |
| A_12_P112651 | NM_001029583 | *flp-11* | -1.37 | 1.11E-06 | 0.84% |
| A_12_P157880 | NM_075064 | *fbxa-192* | -1.29 | 5.96E-06 | 1.76% |
| A_12_P132316 | NC_003283 | F57G4.7 | -1.29 | 1.41E-05 | 2.95% |
| A_12_P130231 | NM_001029581 | *flp-11* | -1.25 | 1.05E-05 | 2.32% |
| A_12_P132315 | NC_003283 | F57G4.7 | -1.17 | 1.03E-05 | 2.32% |
| A_12_P105169 | NM_074761 | *str-15* | 1.57 | 3.39E-06 | 1.20% |

**Table 1B,** Genes with altered expression in *aptf-1(gk794)* mutant during L4 larvae sleep.

| **AgilentID** | **Genbank**  **Accession** | **Gene**  **Symbol** | **log2FC**  ***aptf-1* - N2** | **P.Value**  ***aptf-1* - N2** | **FDR**  ***aptf-1* - N2** |
| --- | --- | --- | --- | --- | --- |
| A_12_P135877 | NM_061886 | *bath-13* | -1.76 | 5.56E-06 | 2.64% |
| A_12_P104350 | NM_073426 | H19N07.3 | -1.71 | 2.26E-05 | 4.96% |
| A_12_P110452 | NM_001029582 | *flp-11* | -1.37 | 1.68E-06 | 1.40% |
| A_12_P130231 | NM_001029582 | *flp-11* | -1.30 | 1.32E-06 | 1.40% |
| A_12_P150623 | NM_001029581 | *flp-11* | -1.30 | 1.03E-05 | 3.34% |
| A_12_P114872 | NM_001029581 | *flp-11* | -1.29 | 6.32E-06 | 2.64% |
| A_12_P102704 | NM_060180 | *rnh-1.3* | -1.27 | 2.54E-05 | 4.96% |
| A_12_P150620 | NM_001029581 | *flp-11* | -1.25 | 7.57E-07 | 1.26% |
| A_12_P112651 | NM_001029583 | *flp-11* | -1.24 | 2.54E-07 | 0.85% |
| A_12_P150622 | NM_001029581 | *flp-11* | -1.00 | 1.70E-05 | 4.50% |
| A_12_P176209 | BJ803681 | C06C3.11 | -0.88 | 4.62E-06 | 2.64% |
| A_12_P113421 | NM_063953 | R03D7.2 | -0.81 | 2.68E-05 | 4.96% |
| A_12_P114497 | NM_001028353 | Y57G11C.40 | -0.76 | 2.03E-05 | 4.84% |
| A_12_P102123 | NM_077668 | *zig-2* | -0.68 | 1.75E-05 | 4.50% |
| A_12_P181070 | NM_001029486 | *nspc-12* | 1.17 | 5.82E-06 | 2.64% |
| A_12_P100141 | NM_001026194 | *srh-2* | 1.44 | 2.61E-05 | 4.96% |
| A_12_P155805 | NM_001083208 | F13E9.15 | 1.55 | 1.10E-05 | 3.34% |
| A_12_P115454 | NM_061482 | F45D11.14 | 4.22 | 1.07E-05 | 3.34% |

# Supplementary material for: Sleep-active neuron specification and sleep induction require FLP-11 neuropeptides to systemically induce sleep
**Source:** eLife. 2016 Mar 7;5:e12499. doi: 10.7554/eLife.12499
**Supplement:** Supplementary file 2. — A list of C. elegans strains that were used for this study. DOI: http://dx.doi.org/10.7554/eLife.12499.016

**Supplementary File 2**

***C. elegans* strains used**

**AQ2967:** *IjIs133[unc-47::GCaMP3-SL2-tagRFP-T].* (Gift from Victoria Butler and Bill Schafer)

**AX1792:** *dbEx721[npr-4::mCherry + unc-122p::GFP].* (Gift from Mario de Bono)

**BZ555:** *egIs1[dat-1p::GFP].*

**CZ521:** *juIs8[pSC382(unc-25::GFP)].* (Gift from Yishi Jin)

**EG1285:** *oxIs12[unc-47p::GFP + lin-15(+)]X.*

**HBR227:** *aptf-1(gk794)II.* (10xbc)

**HBR499***: aptf-1(gk794) II; ynIs40[flp-11p::GFP] V.*

**HBR507:** *flp-11(tm2706)X.* (7xbc)

**HBR546:** *goeIs102[paptf-1::ChR2::mKate2-aptf-1 3'UTR, unc-119(+)].* (2xbc)

**HBR739:** *unc-119(ed3)III, goeEx290[WRM0622A_F09(pRedFlp-Hgr)(C10C6.7[20642]*

*::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat].*

**HBR762:** *C10C6.7(goe3)IV.*

**HBR764:** *C10C6.7(goe5)IV.*

**HBR777:** *unc-119(ed3)III, goeEx314[psto-3::d1mgfp::unc-54 3'UTR, unc-119(+)].*

**HBR778:** *aptf-1(gk794) II, goeEx290[(WRM0622A_F09(pRedFlpHgr)(C10C6.7[20642]*

*::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat)].*

**HBR843:** *aptf-1(gk794)II, unc-119(ed3)III, goeEx338[paptf-1::tfap2β::mKate2-aptf-1 3’UTR, punc-122::GFP, unc-119(+)].*

**HBR868:** *goeIs118[paptf-1::SL1-GCaMP3.35-SL2::mKate2-aptf-1 3'UTR, unc-119(+)].* (2xbc)

**HBR887:** *unc-119(ed3)III, goeEx355[pnmr-1::d1mgfp::unc-54 3'UTR, unc-119(+)].*

**HBR893:** *lim-6(nr2073)X, goeIs118[paptf-1::SL1-GCaMP3.35-SL2::mKate2-aptf-1 3'UTR, unc-119(+)].*

**HBR914:** *lim-6(tm4836)X.* (7xbc)

**HBR935:** *flp-11(tm2706)X, goeIs102[paptf-1::ChR2::mKate2-aptf-1 3'UTR, unc-119(+)].*

**HBR973:** *lim-6(tm4836)X, IjIs133[unc-47::GCaMP3-SL2-tagRFP-T].*

**HBR1009:** *flp-11(tm2706)X, goeIs118[paptf-1::SL1-GCaMP3.35-SL2::mKate2-aptf-1 3'UTR, unc-119(+)].*

**HBR1021:** *goeIs240[phsp-16.2::flp-11::SL2-mKate2-unc-54 3’UTR, unc-119(+)].* (2xbc)

**HBR1026:** *npr-22(ok1598)IV, goeIs240[phsp-16.2::flp-11::SL2-mKate2-unc-54 3’UTR, unc-119(+)].*

**HBR1068:** *frpr-3(ok3302)V, goeIs240[phsp-16.2::flp-11::SL2-mKate2-unc-54 3’UTR, unc-119(+)].*

**HBR1080:** *npr-22(ok1598)IV, frpr-3(ok3302)V, npr-4(tm1782)X, goeIs240[phsp-16.2::flp-11::SL2-mKate2-unc-54 3’UTR, unc-119(+)].*

**HBR1081:** *npr-22(ok1598)IV, frpr-3(ok3302)V, goeIs240[phsp-16.2::flp-11::SL2-mKate2-unc-54 3’UTR, unc-119(+)].*

**HBR1082:** *frpr-3(ok3302)V, npr-4(tm1782)X, goeIs240[phsp-16.2::flp-11::SL2-mKate2-unc-54 3’UTR, unc-119(+)].*

**HBR1083:** *npr-22(ok1598)IV, npr-4(tm1782)X, goeIs240[phsp-16.2::flp-11::SL2-mKate2-unc-54 3’UTR, unc-119(+)].*

**HBR1084:** *npr-4(tm1782)X, goeIs240[phsp-16.2::flp-11::SL2-mKate2-unc-54 3’UTR, unc-119(+)].*

**HBR1085:** *npr-22(ok1598)IV, frpr-3(ok3302)V, npr-4(tm1782)X.* (3xbc)

**HBR1099:** *unc-119(ed3)III, goeEx386[WRM0635D_B04(pRedFlp-Hgr)*

*(H19N07.3[21364]::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat].*

**HBR1100:** *aptf-1(gk794)II, unc-119(ed3)III, goeEx386[WRM0635D_B04(pRedFlp-Hgr)*

*(H19N07.3[21364]::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat ].*

**HBR1205:** *flp-11(tm2706)X, goeEx457[pflp-11::flp-11-SL2::mKate2-unc-54 3'UTR, unc-119(+)].*

**HBR1206:** *aptf-1(gk794)II, unc-119(ed3)III, goeEx458[paptf-1::flp-11-SL2::mKate2-unc-54 3'UTR, unc-119(+)].*

**HBR1209:** *goeIs290[pfrpr-3::mKate2::unc-54 3'UTR, unc-119(+)].* (2xbc)

**HBR1210:** *goeIs290[pfrpr-3::mKate2::unc-54 3'UTR, unc-119(+)], bwIs2[flp-1::GFP + (pRF4)rol-6(su1006)].*

**HBR1211:** *goeIs290[pfrpr-3::mKate2::unc-54 3'UTR, unc-119(+)], oxIs12 [unc-47p::GFP + lin-15(+)].*

**HBR1212:** *goeIs290[pfrpr-3::mKate2:: unc-54 3'UTR, unc-119(+)], egIs1[dat-1p::GFP].*

**HBR1213:** *otEx2411[gcy-13(prom1)::GFP + unc-122].*

**HBR1214:** *goeIs290[pfrpr-3::mKate2:: unc-54 3'UTR, unc-119(+)], otEx2411[gcy-13(prom1)::GFP + unc-122::GFP].*

**HBR1215:** *goeIs290[pfrpr-3::mKate2::unc-54 3'UTR, unc-119(+)], otIs138[ser-2prom3::GFP + rol-6]X.*

**HBR1216:** *goeIs290[pfrpr-3::mKate2::unc-54 3'UTR, unc-119(+)], goeEx355[pnmr-1::d1mgfp::unc-54 3'UTR, unc-119(+)].*

**HBR1217:** *goeIs290[pfrpr-3::mKate2::unc-54 3'UTR, unc-119(+)], goeEx314[psto-3::d1mgfp::unc-54 3'UTR, unc-119(+)].*

**HBR1261:** *goeIs288[pflp-11::mKate2::unc-54 3'UTR, unc-119(+)].* (2xbc)

**HBR1290:** *npr-22(ok1598)IV.* (4xbc)

**HBR1291:** *npr-4(tm1782)X.* (4xbc)

**HBR1292:** *frpr-3(ok3302)V.* (4xbc)

**HBR1304:** *goeIs290[pfrpr-3::mKate2::unc-54 3'UTR, unc-119(+)], zfIs6[lgc-55::GFP].*

**HBR1318:** *unc-119(ed3)III, goeIs297[WRM0629B_F01(pRedFlp-Hgr)(C26F1.6[27788]::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat); unc-119(+)].*

**HBR1330:** *goeIs285[pnpr-22::mKate2::unc-54 3'UTR, unc-119(+)].* (2xbc)

**HBR1331:** *goeIs285[pnpr-22::mKate2::unc-54 3'UTR, unc-119(+)], bwIs2[flp-1::GFP + (pRF4)rol-6(su1006)].*

**HBR1332:** *goeIs285[pnpr-22::mKate2::unc-54 3'UTR, unc-119(+)], oxIs12[unc-47p::GFP + lin-15(+)].*

**HBR1333:** *goeIs285[pnpr-22::mKate2::unc-54 3'UTR, unc-119(+)], egIs1[dat-1p::GFP].*

**HBR1334:** *goeIs285[pnpr-22::mKate2::unc-54 3'UTR, unc-119(+)], otEx2411[gcy-13(prom1)::GFP + unc-122.*

**HBR1335:** *goeIs285[pnpr-22::mKate2::unc-54 3'UTR, unc-119(+)], otIs138[ser-2prom3 + rol-6]X.*

**HBR1336:** *goeIs285[pnpr-22::mKate2::unc-54 3'UTR, unc-119(+)], goeEx355[pnmr-1::d1mgfp::unc-54 3'UTR, unc-119(+)]].*

**HBR1337:** *goeIs285[pnpr-22::mKate2::unc-54 3'UTR, unc-119(+)], goeEx314[psto-3::d1mgfp::unc-54 3'UTR, unc-119(+)].*

**HBR1338:** *goeIs285[pnpr-22::mKate2::unc-54 3'UTR, unc-119(+)], zfIs6[lgc-55::GFP].*

**HBR1355:** *unc-119(ed3)III, goeEx517[unc-119(ed3) III; WRM0616D_E08(pRedFlp-Hgr)(C16D6.2[36626]::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat].*

**HBR1356:** *unc-119(ed3)III, goeIs305[unc-119(ed3) III; WRM0620B_D12(pRedFlp-Hgr)(Y59H11AL.1[36588]::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat].*

**HBR1359:** *aptf-1(gk794)II, juIs8[pSC382(unc-25::GFP)]*.

**HBR1360:** *aptf-1(gk794)II, goeIs288[pflp-11::mKate2::unc-54 3'UTR, unc-119(+)].*

**HBR1364:** *goeIs303[pflp-11::rpl-1a-GFP::flp-11 3'UTR, unc-119(+)].* (2xbc) (a gift from Jan Konietzka)

**HBR1407:** *aptf-1(gk794)II*, *oxIs12[unc-47p::GFP + lin-15(+)]X*.

**HBR1415:** *goeEx538[phsp16.2::flp-10::SL2-mKate2-unc-54 3’UTR, unc-119(+)]].*

**HBR1416:** *goeEx539[phsp16.2::flp-20::SL2-mKate2-unc-54 3’UTR, unc-119(+)]].*

**HBR1443:** *aptf-1(gk794)II, goeIs303[pflp-11::rpl-1a-GFP::flp-11 3'UTR, unc-119(+)].*

**HBR1444:** *aptf-1(gk794)II, goeIs303[pflp-11::rpl-1a-GFP::flp-11 3'UTR, unc-119(+)], goeEx338[paptf-1::tfap2β::mKate2-aptf-1 3’UTR, punc-122::GFP, unc-119(+)].*

**MU1085:** *bwIs2[flp-1::GFP + (pRF4)rol-6(su1006)].*[[80](#_ENREF_80)]

**N2:** wild type

**NY2009:** *lin-15(n765)ts, ynIs9[phsp16.2::flp-1, lin-15B].* (Gift from Chris Li)

**NY2040:** *ynIs40[flp-11p::GFP] V.*

**OH110:** *lim-6(nr2073)X.*

**OH1422:** *otIs138[ser-2prom3 + rol-6]X.*

**TM1488:** *sto-3(tm1488)X.*

**QW122:** *zfIs6[Is lgc-55::GFP (2.1)].* (Gift from Mark Alkema)

# Supplementary material for: Sleep-active neuron specification and sleep induction require FLP-11 neuropeptides to systemically induce sleep
**Source:** eLife. 2016 Mar 7;5:e12499. doi: 10.7554/eLife.12499
**Supplement:** Supplementary file 3. — A list of primers that were used for this study. DOI: http://dx.doi.org/10.7554/eLife.12499.017

**Supplementary File 3**

**Primers used**

*flp-11(tm2706)*

CAG GAG TTG TTC GAG CAG AA

TCG TCC AAT GGA GAC CTC TT

TAG CCG CTC GTC TCA CTT TT

*frpr-3(ok3302)*

AAG GAA TCG CGC TCT CAT AA

GTT TGT CCT CGC GGT AGG TA

GTG GCA AGT GTG AAA CGA GA

*lim-6(tm4836)*

AAC CCT CTC TCG GAA CAG TG

GGC TGA ACA AGA AAT CCG CA

AGA CAC CCA CAA CCA GAA CA

*npr-4(tm1782)*

AGC TGC AAA ACC AAC AAA CG

TGA CCA AAT CCA GCT GAA GA

CGG TTG GAG TGA TTG CTG TA

*npr-22(ok1598)*

ACG ACG ACA GCC TCT GAA AT

AAG TAC ATG GCA CGT TAA AAT CAA

TGG CAA AAT TTA GTT CGC AGT

# Supplementary material for: Sleep-active neuron specification and sleep induction require FLP-11 neuropeptides to systemically induce sleep
**Source:** eLife. 2016 Mar 7;5:e12499. doi: 10.7554/eLife.12499
**Supplement:** Supplementary file 4. — A list of DNA constructs (Plasmids and Fosmids) that were used for this study. DOI: http://dx.doi.org/10.7554/eLife.12499.018

**Supplementary File 4**

**DNA constructs that were used**

**Gateway entry clones:**

*paptf-1*: as described in Turek et al. 2013

*pflp-11*: 2,746 bp directly upstream of *flp-11* coding region

*phsp-16.2*: pCM1.56 as described in Jones et al. 1986

*pfrpr-3*: 2,029 bp directly upstream of *frpr-3* coding region

*pnpr-4*: 4,000 bp directly upstream of *npr-4* isoforms c and d

*pnpr-22*: 2,059 bp directly upstream of *npr-22* coding region

*psto-3*: as described in Turek et al. 2013

*pnmr-1*: pIR11 as described in Turek et al. 2013

*SL1-GCaMP3.35-SL2*: as described in Schwarz et al. 2011

*mKate2*: as described in Schwarz et al. 2011

*tfap2β*: TFAP2β mouse; codon-optimized for *C. elegans* as described in Redemann 2001

*flp-11*: *flp-11* isoform b coding region

*flp-10: flp-10* coding region including a synthetic intron of 51 bp length replacing the original intron

*flp-20: flp-20* coding region

*rpl-1a-GFP*: N-terminus GFP-tagged *rpl-1a* with 3 synthetic introns; codon-optimized for *C. elegans*

*Channelrhodopsin-2*: pIR60 as described in Turek et al. 2013

*d1mgfp*: as described in Turek et al. 2013

*unc-54 3’UTR*: as described in Schwarz et al. 2011

*flp-11 3’UTR*: 356 bp directly downstream of *flp-11* isoform b

*SL2-mKate2-unc-54 3’UTR*: as described in Turek et al. 2013

*mKate2-unc-54 3’UTR*: as described in Schwarz et al. 2011

*mKate2-aptf-1 3’UTR*: as described in Turek et al. 2013

**Gateway final constructs:**

*paptf-1::SL1-GCaMP3.35-SL2::mKate2-aptf-1 3’UTR*

*pflp-11::mKate2::unc-54 3’UTR*

*pflp-11::rpl-1a-GFP::flp-11 3'UTR*

*paptf-1::tfap2β::mKate2-aptf-1 3’UTR*

*pflp-11::flp-11::SL2-mKate2-unc-54 3’UTR*

*paptf-1::flp-11::SL2-mKate2-unc-54 3’UTR*

*paptf-1::Channelrhodopsin-2::mKate2-aptf-1 3’UTR*

*phsp-16.2::flp-11::SL2-mKate2-unc-54 3’UTR*

*pfrpr-3::mKate2::unc-54 3’UTR*

*pnpr-22::mKate2::unc-54 3’UTR*

*psto-3::d1mgfp::unc-54 3’UTR*

*pnmr-1::d1mgfp::unc-54 3’UTR*

*phsp16.2::flp-10::SL2-mKate2-unc-54 3’UTR*

*phsp16.2::flp-20::SL2-mKate2-unc-54 3’UTR*

**Fosmids**

***gfp*-tagged *frpr-3* fosmid:** *WRM0629B_F01(pRedFlp-Hgr)(C26F1.6[27788]::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat*

***gfp*-tagged *npr-4* fosmid:** *WRM0616D_E08(pRedFlp-Hgr)(C16D6.2[36626]::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat*

***gfp*-tagged *npr-22* fosmid:** *WRM0620B_D12(pRedFlp-Hgr)(Y59H11AL.1[36588]::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat*

***gfp*-tagged C10C6.7 fosmid:** *WRM0622A_F09(pRedFlp-Hgr)(C10C6.7[20642]::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat*

***gfp*-tagged H19N07.3 fosmid:** *WRM0635D_B04(pRedFlp-Hgr)(H19N07.3[21364]::S0001_pR6K_Amp_2xTY1ce_EGFP_FRT_rpsl_neo_FRT_3xFlag)dFRT::unc-119-Nat*

How the deposited data were processed for this re-analysis (not part of the article)

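Gene expression was measured in pretzel-stage embryos of *aptf-1(gk794)* and of the wild type N2, with 4 samples of about 3000 embryos per genotype, on 1-colour Agilent arrays. Genotypes and replicate numbers were taken from the sample records. The larval samples of the paper were not analysed here.

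The authors deposited scanner output of Agilent Feature Extraction 10.7.3.1, which gives for each spot an intensity after background correction, the median intensity of the spot and of its background, and marks for outliers, saturation and spots well above background. They also deposited a table of log2 values with no stated scale. Its columns have the same distribution on all arrays and order the probes as the scanner intensities do, so it was read as quantile-normalized log2 intensity. The array design names probes by sequence name, RefSeq accession or expressed sequence tag. Of 43603 probes, 34266 were matched to a gene in a table of the WBcel235 assembly. That table was used for names and for which genes lie near each other; no coordinates are printed since the design is older. Probes of the paper's Tables 1A and 1B carry the paper's names.

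From the 45220 spots per array, 1417 control spots were left out. Spots marked as non-uniform or as population outliers, 62 to 188 per array, were left out too. The log2 intensity minus the 75th percentile of its array was averaged over the spots of each probe. Between 79.4% and 83.1% of the probes were well above background per array, and the 35739 probes well above background on at least 4 of 8 arrays were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, *aptf-1* minus N2, Benjamini-Hochberg adjustment). A probe was called at an adjusted p under 0.05 and a fold change of at least 1.5, the threshold the paper states. Values per gene are means over the tested probes of the same name. Single genes were also tested by an exact permutation test over the 70 assignments of the arrays. Lists of genes were tested with camera at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists: *flp* genes other than *flp-11*, *nlp* genes, genes of GABA function, *col* genes, the genes of Table 1B, and genes within 1 Mb of *aptf-1*. For the Table 1B list the sign of genes that are higher in larvae was turned. Genes with a missing array value were left out of these lists.

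The rule for naming genes, fixed before the data were examined, covers the genes of Tables 1A and 1B, genes that the paper's text names, and the largest calls outside Table 1A, of which there were 0. The alternatives, also fixed before the data were examined, were other scalings, normexp background correction with an offset of 50, other filters, outlier spots kept, a trended and robust eBayes fit, the methods' t-test, array weights, the slide or the replicate number as a block, each array left out in turn, the deposited log2 table, other thresholds, other set tests and other windows around *aptf-1*. The normexp alternatives were planned on mean spot intensities and were run on median spot intensities. The methods' t-test is the one that the paper's general statistics section names; the paper does not state it for the arrays. It was not applied to the lists of genes. The count of probes detected in 1 genotype depends on the scanner's marks alone and was recomputed only with arrays left out.

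The fit was tested on simulated data with the spread of 35275 real probes, of which 200 were changed by known folds. It recovered 59% of them, from 10% at 1.5-fold to 92% at 4-fold, and called 8 unchanged probes. The real arrays gave 18 calls, so the adjustment was stricter there and recovery may be lower. No arrays were duplicates of each other: correlations between arrays lay between 0.971 and 0.996, with a median of 0.99 between genotypes.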

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

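The test of the signal level was chosen after the result was seen. On N2 replicate 2, 79.4% of the probes were well above background, while the other 3 N2 arrays lay between 82.4% and 82.5%, so this array stood apart from its group. It was the only such array among 60 groups of 4 values compared. Its gap to the nearest other N2 array was 0.975 of the range of the group. How often chance gives a gap this large was not determined, so chance cannot be excluded. A weaker signal on this array is not what the intensities show: its 75th percentile was 3647, above N2 replicates 1 and 4. Nor was its background the highest, with a median of 38 against 39 on N2 replicate 1. The source of the difference stays open, and no biological explanation was tested, since the design gives none within a genotype. Without this array, 5 probes were past the threshold, against 18 with it and 4 to 14 over the 8 arrays left out in turn, and the log2 fold change of *flp-11* was -1.53.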

How the results depend on the processing

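The alternatives were set before the data were examined, except the fit with the mean of the *col* genes as a covariate and the use of median in place of mean spot intensities for normexp, which were chosen afterwards. The log2 fold change of *flp-11* kept its direction under all 24 alternatives, and its side of the threshold under each that has a test, between -1.60 and -1.46. That of *aptf-1* lay between -2.14 and -1.90 and passed under all but the methods' t-test with adjustment, where it stayed at -2.06 with an adjusted p of 0.0582; over the alternatives its adjusted p ranged from 0.000215 to 0.0582.

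The paper does not state the methods' t-test for the arrays. The count of 18 probes became 3 with the methods' t-test adjusted and 176 unadjusted, 40 with array weights, 11 with the slide as a block, 8 at an adjusted p under 0.01 and 7 in the fit on the means per gene, which calls genes instead of probes. Singly, the called probes of *flp-11* kept their calls in 11 to 20 of 23 alternatives. Probes recovered from Table 1A were 3 with the methods' t-test adjusted and 11 with the slide block. With array weights, 21 of the calls lay outside Table 1A, and all 18 probes called without weights were called with them. With 1 array left out, the calls and the recovered probes each numbered 4 to 14; fewer arrays leave fewer degrees of freedom. The lowest count came without wild-type replicate 3. Probes detected in 1 genotype numbered 12 to 25 with an array left out, against 6 with all arrays, since fewer arrays have to agree. Apart from the lower number of arrays, the cause was not tested.

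Both genotypes carry replicate numbers 1 to 4. The deviations of same-numbered samples from their group means had correlations of 0.52, 0.28, -0.12 and 0.09. Not all were above 0.1, so the samples were not treated as pairs. The largest correlation between samples of different number was 0.23, below those of replicates 1 and 2. A batch shared by same-numbered samples can therefore not be excluded. With the replicate number as a block, 6 probes were called, 6 of them from Table 1A; the probe of *H19N07.3* was at an adjusted p of 0.0533.

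The camera tests of lists depended on the method. Under fry the adjusted p was 0.25 for both *flp* and *nlp* genes (median log2 fold changes -0.0685 and -0.0859) and 0.641 for *col* genes (median 0.0462); with an estimated correlation it was 0.539 for all 3. The *nlp* list also failed with no filter (median -0.0772), a filter on at least 1 array (-0.0813) and array weights (-0.0644), and the *col* list with normexp and the 75th percentile (0.0166) and array weights (0.0105). With each of the 8 arrays left out in turn, camera no longer called the *flp* list in 4 fits, the *nlp* list in 4 and the *col* list in 6, with adjusted p-values up to 0.279, 0.279 and 0.893; the *flp* and *nlp* lists lost the call without N2 replicate 3 or 4 and without *aptf-1* replicate 1 or 3. In these fits medians ranged from -0.0988 to -0.0524 for *flp*, -0.122 to -0.0484 for *nlp*, -0.00803 to 0.0762 for *col*, -0.062 to 0.0131 for GABA genes, -0.168 to 0.0729 for Table 1B genes and -0.0374 to -0.0147 for genes near *aptf-1*.

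No gene that was called changed sign. Among the lists, the direction that camera gave turned for *col* genes without N2 replicate 1 (median 0.00926, adjusted p = 0.836), for genes near *aptf-1* without N2 replicate 4, for GABA genes without N2 replicate 4 and without *aptf-1* replicate 3, and for Table 1B genes without *aptf-1* replicate 3, where the median of the *col* genes was also below 0; the ranges are given above. With array weights the values that changed sign were GABA genes (0.00885), *zig-2* (-0.10), *nspc-12* (-0.19), *F45D11.14* (-0.038), *frpr-3* (-0.0139) and the median of the Table 1B genes, whose direction by camera stayed. With normexp, *frpr-3* came to -0.0436 with the 75th percentile and -0.0373 with quantile normalization, where *flp-1* was 0.0042. *lin-42* was -0.0977 with no filter or a filter on at least 1 array. With arrays left out, the ranges were -0.0774 to 0.0655 for *flp-20*, -0.178 to 0.0186 for *flp-10*, -0.066 to 0.141 for *frpr-3*, -0.146 to 0.041 for *npr-22*, -0.0531 to 0.34 for *Y57G11C.40* and -0.271 to 0.455 for *F45D11.14*. The signal over background limits dim probes: that of *str-15*, well above background on 1 of 4 wild-type arrays, went from a log2 fold change of 1.56 to 0.40 with normexp and the 75th percentile.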

Differences from the paper's values

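For 18 of the 19 probes of Table 1A the log2 fold change differed from the paper's by less than the SD between replicates, taken from the genotype with the larger SD. The exception was *flp-11* probe A_12_P150620, for which the paper gives -1.72 and the value here is -1.54. Of the alternatives set before the data were examined, the value came to -1.76 with outlier spots kept and -1.72 with the authors' deposited log2 values, and was also within the SD without N2 replicate 1 and without N2 replicate 2; it was not under the others.

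The paper gives a false discovery rate in percent for each probe, set here beside the adjusted p in percent; a ratio above 1.5 was taken as a difference. For *aptf-1* probe A_12_P112897 the paper's value is 0.44% and the value here 0.276%; the values did not differ in this sense with quantile normalization, filter on at least 1 array and the deposited log2 values. For *flp-11* probe A_12_P150622 the paper's value is 0.84% and the value here 1.28%; the values did not differ in this sense with quantile normalization, filter on all 8 arrays, the deposited log2 values and without N2 replicate 4. For *flp-11* probe A_12_P150620 the paper's value is 2.16% and the value here 0.913%; the values did not differ in this sense with median centring, no filter, filter on at least 1 array, the deposited log2 values and without N2 replicate 1. For *C10C6.7* probe A_12_P157510 the paper's value is 0.14% and the value here 0.256%; the values did not differ in this sense with quantile normalization, median centring, normexp and quantile normalization, filter on all 8 arrays, eBayes with trend and robust and the deposited log2 values. For *flp-11* probe A_12_P150623 the paper's value is 4.01% and the value here 6.87%; the values did not differ in this sense with quantile normalization, filter on all 8 arrays, the deposited log2 values and without N2 replicate 1. For *C10C6.7* probe A_12_P151791 the paper's value is 0.95% and the value here 0.256%; the values did not differ in this sense with quantile normalization, no filter, eBayes with trend and robust, slide block, the deposited log2 values, without N2 replicate 1, without N2 replicate 4 and without *aptf-1* replicate 3. For *str-15* probe A_12_P105169 the paper's value is 1.2% and the value here 0.256%; the values did not differ in this sense with quantile normalization, slide block, the deposited log2 values, without N2 replicate 1, without *aptf-1* replicate 1 and without *aptf-1* replicate 3. Under the remaining alternatives these values differed as well. With the authors' deposited log2 values, none of the 19 probes differed.

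*flp-11* probe A_12_P150623 is called in the paper and not here. It was called with quantile normalization, both normexp settings, the filter on all 8 arrays, the trended and robust eBayes fit, the unadjusted methods' t-test, array weights, the deposited log2 values, and without N2 replicate 1 or N2 replicate 4.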

Other observations

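The tests of linked sequence, of the collagen mean as a covariate and of the size of the differences within slides were chosen after results were seen. The 18 calls were weighed against technical explanations. Of the 35 ways to split the 8 arrays into 4 and 4, only 1, the split by genotype, gave as many calls, and the highest count of any other split was 0, so chance can be excluded for this count. The split by slide gave 0 calls; with the slide as a block, 11 of the calls stayed past the threshold. Each slide holds 2 arrays of each genotype, so a difference between the slides shifts both genotypes alike and would leave none within a slide. Within each slide the 18 probes differed between the genotypes by a log2 fold change of at least 1.09 in size, and by at least 3.94 times the larger SD that the 2 genotypes had for the probe. This argues against the slides as the source of any of these calls. Sequence linked to the deletion would place other called genes on the chromosome of *aptf-1*. Of the 6 other called genes whose chromosome the table of the WBcel235 assembly gives, 0 lie there. *H19N07.3*, *fbxa-192* and *str-15* lie on chromosome V, *flp-11* and *sto-3* on X, and *C10C6.7* on IV. The genes within 1 Mb did not move as a list (median log2 fold change -0.0299, adjusted p = 0.714 from camera). Such a test of a list cannot exclude linked variants that change single genes in either direction. Of these 436 genes, 0 were past 0.05 in limma adjusted over the list alone, and 11 had an unadjusted p under 0.05. The paper lists its *aptf-1(gk794)* strain as backcrossed repeatedly against N2, which makes variants on other chromosomes less likely. Variants there that still differ between the strains were not tested and stay open. With the mean of the *col* genes as a covariate, 16 of the calls remained, which argues against a trend along that mean as the whole cause. A difference in stage between the picked embryos cannot be told apart from the genotype by the *col* list itself. Its camera p was 0.0186, but other splits of the arrays often gave a p as small. From these arrays alone, control of the called genes by APTF-1, which the design names, remains a hypothesis among the open explanations. For *flp-11* and *C10C6.7* the paper adds reporters in RIS that depend on *aptf-1*. For *H19N07.3* it reports that the tagged protein is not regulated.

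By camera with its preset correlation, *flp* genes other than *flp-11* (median log2 fold change -0.0685, 22 of 26 genes lower, adjusted p = 0.0161) and *nlp* genes (median log2 fold change -0.0859, 48 of 67 genes lower, adjusted p = 0.0161) were lower in *aptf-1* mutant embryos, and *col* genes were higher (median log2 fold change 0.0462, 80 of 144 genes higher, adjusted p = 0.0373). None of these held under fry or an estimated correlation. As small a camera p came from 6 of the 35 splits for the *flp* list, 11 for the *nlp* list and 16 for the *col* list, the real split included, so chance cannot be excluded for any of the 3. Adjusted over the list alone, 0 *flp*, 0 *nlp* and 0 *col* genes were past 0.05 in limma, against 3, 6 and 3 before adjustment.

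The paper looked at *unc-25* and *unc-47* with reporters, for *unc-25* in the neuron RIS, and names the stage, larvae, only for *unc-47*. The arrays measured RNA of whole embryos, so they cannot decide whether a gene changed in RIS alone. In the embryo arrays the log2 fold change was -0.0739 for *unc-25* (standard error 0.105) and -0.185 for *unc-47* (standard error 0.158), and neither was called in limma under any alternative. The list of 12 genes of GABA function had a median of -0.031 (adjusted p = 0.714 from camera). In limma, 0 of them were past 0.05 adjusted over the list alone or had an unadjusted p under 0.05. For *lim-6*, which is on the list, every mutant array lay below every N2 array (exact permutation test, p = 0.0286). Its log2 fold change was -0.145, with an unadjusted p of 0.112 from limma.

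The paper states from tagged fosmids that the level of the H19N07.3 protein is not regulated by *aptf-1*. The transcript signal of *H19N07.3* in mutant embryos was 28.8% of that in N2, every mutant array lying below every N2 array. *H19N07.3* was the only one of the 11 genes of Table 1B other than *flp-11* that was called in embryos, and it is also in Table 1A. In the larval direction the list had a median log2 fold change of -0.0805 and an adjusted p of 0.714 from camera.

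Probes detected on all 4 arrays of a genotype and on none of the other numbered 2 for *aptf-1* and 4 for N2. The former are probes A_12_P169391 and A_12_P171072, which match no gene of the table used. The latter are 1 probe each of *fbxa-192*, *clc-25* (adjusted p = 0.571 from limma) and *btb-12* (adjusted p = 0.891), and probe A_12_P170943. Outside the genes of Table 1A, the smallest p in limma belonged to a probe of *snet-1*, with a log2 fold change of -1.01 and an adjusted p of 0.12, every mutant array below every N2 array. It did not pass the correction. The 3 probes without a gene name, *clc-25*, *btb-12* and *snet-1* were named after their values were seen. Chance separates the 2 groups of 4 arrays for 2.86% of probes, and 2.21% of the tested probes were separated.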
